# Dantrolene inhibits lysophosphatidylcholine-induced valve interstitial cell calcific nodule formation *via* blockade of the ryanodine receptor

**DOI:** 10.3389/fcvm.2023.1112965

**Published:** 2023-03-30

**Authors:** Christopher B. Sylvester, Farshad Amirkhosravi, Angelina S. Bortoletto, William J. West, Jennifer P. Connell, K. Jane Grande-Allen

**Keywords:** aortic valve, calcification, lysophosphatidylcholine, dantrolene, apoptosis, ryanodine receptor, valve interstitial cell, calcific aortic valve disease

## Abstract

Calcific aortic valve disease (CAVD), a fibrocalcific thickening of the aortic valve leaflets causing obstruction of the left ventricular outflow tract, affects nearly 10 million people worldwide. For those who reach end-stage CAVD, the only treatment is highly invasive valve replacement. The development of pharmaceutical treatments that can slow or reverse the progression in those affected by CAVD would greatly advance the treatment of this disease. The principal cell type responsible for the fibrocalcific thickening of the valve leaflets in CAVD is valvular interstitial cells (VICs). The cellular processes mediating this calcification are complex, but calcium second messenger signaling, regulated in part by the ryanodine receptor (RyR), has been shown to play a role in a number of other fibrocalcific diseases. We sought to determine if the blockade of calcium signaling in VICs could ameliorate calcification in an *in vitro* model. We previously found that VICs express RyR isotype 3 and that its modulation could prevent VIC calcific nodule formation *in vitro.* We sought to expand upon these results by further investigating the effects of calcium signaling blockade on VIC gene expression and behavior using dantrolene, an FDA-approved pan-RyR inhibitor. We found that dantrolene also prevented calcific nodule formation in VICs due to cholesterol-derived lysophosphatidylcholine (LPC). This protective effect corresponded with decreases in intracellular calcium flux, apoptosis, and *ACTA2* expression but not reactive oxygen species formation caused by LPC. Interestingly, dantrolene increased the expression of the regulator genes *RUNX2* and *SOX9*, indicating complex gene regulation changes. Further investigation *via* RNA sequencing revealed that dantrolene induced several cytoprotective genes that are likely also responsible for its attenuation of LPC-induced calcification. These results suggest that RyR3 is a viable therapeutic target for the treatment of CAVD. Further studies of the effects of RyR3 inhibition on CAVD are warranted.

## 1. Introduction

Calcific aortic valve disease (CAVD), a fibrocalcific thickening of the aortic valve leaflets causing obstruction of the left ventricular outflow tract, affects nearly 10 million people worldwide, and its prevalence is increasing (1). For those who reach end-stage CAVD, the only treatment is highly invasive surgical or transcatheter valve replacement (2). The development of pharmaceutical treatments that can slow or reverse the progression of fibrosis and mineralization in those affected by CAVD would significantly advance the treatment of this disease (3).

The primary drivers of CAVD are the valvular interstitial cells (VICs), the resident fibroblasts of the valve leaflets. VICs maintain their ability to calcify *in vitro*, and thus they are often investigated as a disease model for CAVD (4, 5). Several agents have been shown to induce VIC calcification, but lysophosphatidylcholine (LPC) plays a role in VIC-mediated calcification *in vivo, in vitro*, and in humans (4, 6, 7). LPC is a lipid that makes up the main component of oxidized low-density lipoprotein. It has been implicated in a number of other inflammatory diseases, such as atherosclerosis, diabetes, and cancers (8). The mechanisms by which LPC induces VIC calcification are not fully understood but involve its conversion to lysophosphatidic acid *via* lipoprotein(a) and autotaxin (7), leading to transcriptional and phenotypical changes that drive calcific nodule formation. Further, LPC deranges ionic calcium flux in VICs *via* the ryanodine receptor (RyR), an effect that we previously showed was tied to their tendency to form calcific nodules (9). We also demonstrated that VICs primarily express RyR isotype 3 (RyR3) (9). However, the broader effects of blocking calcium flux on mitigating the activating, apoptotic, and pro-inflammatory effects of LPC are still not known.

Dantrolene, a pan-inhibitor of RyR isotypes, is an orphan drug approved for treating malignant hyperthermia, an uncommon complication of general anesthesia, and as a muscle relaxant in chronic spasticity (10, 11). Recent studies have revealed dantrolene's potential as a therapeutic for various diseases, including Alzheimer's dementia (12, 13), Duchenne's muscular dystrophy (14), and several arrhythmias (15, 16). Dantrolene works not only through the inhibition of all three ryanodine receptor isotypes (16, 17) but also *via* the inhibition of reactive oxygen species (ROS) (18). Given dantrolene's ability to prevent pathological calcium signaling and reduce ROS, we sought to determine if it would be an effective therapeutic for LPC-induced calcific nodule formation *in vitro* (9).

We previously showed that LPC mediates ionic calcium flux in VICs and that blockade of the RyR3 receptor prevents LPC-induced calcium flux (9). In this study, we hypothesized that dantrolene-mediated calcium blockade would prevent calcific nodule formation. We further analyzed the phenotypical and transcriptional effects of dantrolene on LPC-treated VICs. Overall, we conclude that dantrolene shows early promise as a pharmaceutical treatment for CAVD.

## 2. Materials and methods

### 2.1. VIC isolation and expansion

Porcine aortic VICs (paVICs) were isolated from pig hearts commercially acquired *via* a local abattoir (Animal Technologies, Tyler, TX) as previously described (9). Valves from 6 hearts were used per isolation. Briefly, aortic valves from fresh porcine hearts on ice were dissected and washed in cold phosphate buffered saline (PBS) containing 5% antibiotic-antimycotic (ABAM; Thermo Fisher Scientific 15240062) to remove blood and debris. After dissection, the valves were incubated in a solution of 500 U/ml collagenase type II (Worthington Biochemical LS004177) in DMEM (Corning 10-014-CV) with 1% ABAM for 30 min and wiped with a sterile swab to remove the endothelial cell layer. The denuded valves were minced and incubated in a mixture of 300 U/ml collagenase type III (Worthington Biochemical LS004182), 50 U/ml hyaluronidase, and 0.5 U/ml neutral protease (Stemcell Technologies 07913) in DMEM with ABAM and 25 mM HEPES (Millipore Sigma H4034) for 4 h at 37°C in an orbital shaker. The digested suspension was filtered through a 40 μm cell strainer to remove large debris, and the filtrate was centrifuged at 1500 g for 5 min to pellet the cells. The pellet was resuspended in growth medium consisting of 1:1 DMEM:F12 (Cytiva Life Sciences SH30026) with 10 mM HEPES, 1% ABAM, and 10% bovine growth serum (BGS) and plated on a growth flask. Cultures were closely monitored for contamination for the first few days after isolation. Cells were allowed up to 7 days to attach. When cells began to grow, they were passaged once and then frozen in medium consisting of 90% BGS and 10% hybridoma-grade DMSO (Sigma Aldrich D2650) until experimentation.

### 2.2. Culture conditions

Reagent preparation was done according to manufacturer directions, and culture conditions were modified from previous studies (9). Dantrolene (EMD Millipore 251680) was dissolved in hybridoma-grade DMSO in stock aliquots of 10 mM and stored at −80°C. Working aliquots were made from thawed vials and stored at −20°C to reduce freeze-thaw. LPC (Sigma-Aldrich L4129) was stored in desiccating conditions at −20°C and dissolved in absolute ethanol (EtOH) at 10 mM just prior to use. For some experiments, osteogenic medium (OM) consisting of 10 nM dexamethasone (Sigma-Aldrich D4902) and 10 mM β-glycerophosphate (Sigma-Aldrich G9422) was used as a comparison to LPC. Reagents were diluted to final concentrations in low-serum medium (1:1 DMEM:F12 with 10 mM HEPES, 1% ABAM, and 1% BGS) unless otherwise specified. During experimentation, cells were exposed to one of 4 conditions, unless otherwise specified: vehicle-only (containing a volume of DMSO and ethanol each equal to the highest volumes of dantrolene and LPC, respectively, used in that experiment), LPC (with DMSO vehicle), dantrolene (with ethanol vehicle), or LPC and dantrolene.

When ready for experimentation, paVICs were thawed and passaged once using growth medium. Once confluent, the paVICs were passaged and seeded onto the appropriate culture plates at the density desired for the experiment, described below. Cells were then exposed to low-serum medium for 1–2 days before experimentation. Experiments were broadly divided into short- and long-term categories, as illustrated in Figure 1. Short-term experiments examined rapid events due to LPC occurring less than 24 h after exposure. For short-term experiments, paVICs were pretreated with 60 μM dantrolene or DMSO vehicle overnight prior to LPC or EtOH vehicle exposure. For long-term experiments, examining events greater than 24 h after initial exposure to LPC, paVICs were simultaneously exposed to dantrolene or DMSO vehicle and LPC or EtOH vehicle, and conditions were maintained throughout the course of experimentation, changing medium every 3 days, as needed.

**Figure 1:**
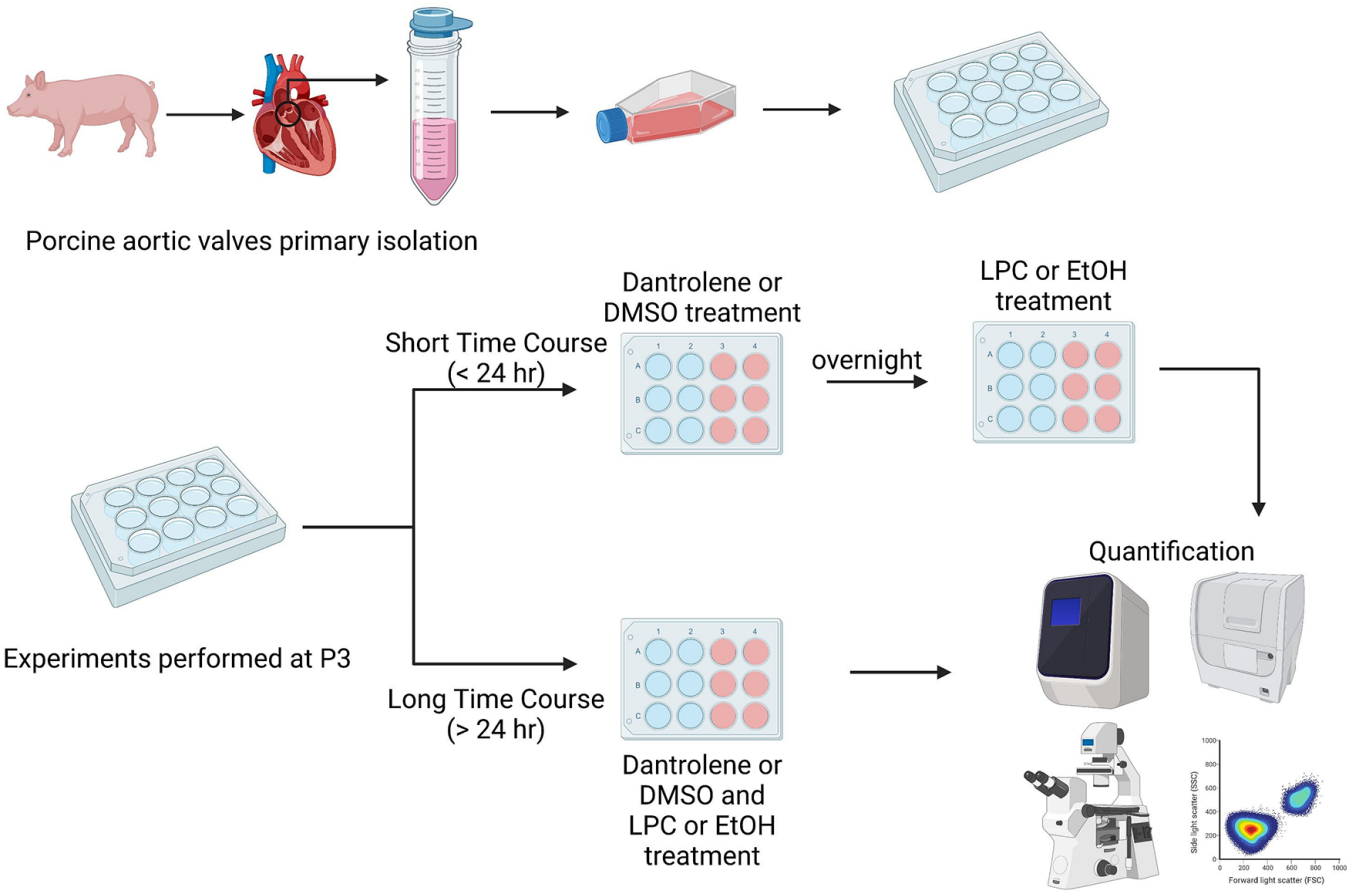
Experimental overview. Valve interstitial cells were sterilely dissected from porcine (*Sus scrofa*) aortic valves. Experiments were divided into either short or long time courses. For short time course experiments, cells were treated with dantrolene or DMSO vehicle overnight and then exposed to LPC or ethanol vehicle for less than 24 h the next day. For long time course experiments cells were treated with dantrolene or DMSO vehicle and LPC or ethanol vehicle at the same time. Media were changed every 3 days. Created with BioRender.com.

### 2.3. Cell viability

To determine the appropriate treatment concentration of dantrolene, we first used an alamarBlue (Bio-Rad BUF012) cell viability assay (19). Cells were treated with serial dilutions of dantrolene overnight in an incubator. A live control was treated with only low-serum medium, and a dead control was treated with 10% ethanol. The next day, the culture medium was removed, and the cells were incubated with a 10% alamarBlue solution in HEPES-buffered Hank's Balanced Salt Solution (HHBSS) in an incubator. After one hour, fluorescence was read at an excitation and emission of 530 and 590 nm, respectively, using a SpectraMax M2 plate reader (Molecular Devices). Signal was normalized to that of the live control. Cell viability curves were fitted to a four-parameter logistic curve, and the interpolated concentration that corresponded to 50% signal of the live control was used to calculate the cellular median lethal dose (LD50). The average LD50 of two independent experiments is reported.

Other cells, treated with a similar amount of dantrolene or DMSO, were treated with a Live/Dead staining kit (Invitrogen L3224) consisting of calcein-AM and ethidium homodimer. Cells were treated with a 1:1,000 dilution of calcein-AM and ethidium homodimer in HHBSS for 30 min in an incubator. After washing, the cells were imaged on an ECLIPSE Ti2E microscope (Nikon Instruments) using FITC for detecting living cells and Texas Red for detecting dead or compromised cells. Acquired images were analyzed with a custom CellProfiler (Broad Institute) pipeline to count the number of objects in each channel and determine percent viability as described elsewhere (20). Six replicates were used per group, and data from two independent experiments are displayed.

### 2.4. Calcium signaling

To quantify changes in calcium flux, we used a Fluo-8 calcium assay (Abcam ab112128) as previously described. Briefly, cells were confluently seeded onto a clear-bottomed, black-walled 96-well plate. The next day, they were exposed to either 60 μM dantrolene in DMSO or an equivalent amount of DMSO (0.6% v/v) only overnight. The following day, the medium was removed and replaced with assay buffer consisting of 1:1,000 Fluo-8 dye from stock in 1× Pluronic F127 Plus in HHBSS, provided by the kit. The cells were incubated at 37° for 30 min then 30 more minutes at room temperature. After dye loading, calcium flux was immediately measured in a TECAN Spark multimode plate reader at an excitation/emission of 490/525 nm. The appropriate signal gain was calibrated using carbachol (Abcam 141354), a calcium agonist. The plate reader's automated pipettes were then used to deliver LPC at a final concentration of 10 μM in HHBSS or an equivalent volume of 0.1% EtOH in HHBSS. Fluorescence was read every second for 5 s before adding reagents and for 25 s after adding reagents. Data are reported as the maximum fluorescence achieved after the addition of reagents minus the average of the signal before the addition of reagents, which was considered background. Six replicates were used per control group with 18 replicates per dantrolene-treated group.

### 2.5. Calcific nodules

The formation of paVIC calcific nodules was assayed as previously described (9). Briefly, paVICs were seeded onto a 48-well plate in low-serum medium at 50,000 cells/cm^2^ to yield a confluent monolayer. After two days, the medium was changed to conditioned media, consisting of DMSO only, 10 μM LPC with DMSO vehicle, or a 10 μM, 30 μM, or 60 μM dose of dantrolene with 10 μM LPC. Separate experiments were conducted using OM as a reference. Calcific nodules were allowed to form for 6 days, and calcific media were changed on day 3. On day six, after media removal, the cells were washed with PBS, fixed with 4% paraformaldehyde for 30 min, washed twice with deionized water, and left to dry overnight. The next day, samples were stained for 30 min with 40 mM alizarin red-S (Sigma-Aldrich A5533) in deionized water adjusted to a pH of 4.2–4.4. After staining, the samples were washed with deionized water 3 times until the wash was clear. Samples were imaged on the ECLIPSE Ti2E, and nodule size and number were quantified using ImageJ. Four replicates were included for each experimental group, and data from one representative experiment are reported.

### 2.6. Caspase activity

The activity of caspases 3 and 7 was measured as an analog for apoptosis using the Caspase-Glo 3/7 Assay Kit (Promega G8091). Cells were seeded confluently onto a 384-well plate and allowed to attach overnight. The next day, cells were treated with 10, 20, 40, or 80 μM LPC or ethanol control and either 60 μM dantrolene or DMSO vehicle overnight. The following day, the reagents were applied per the manufacturer's directions, and then the luminosity was detected on the SpectraMax M2 plate reader. Four replicates were included per control group, and 6 replicates were included per test group. Data from two independent experiments are reported.

### 2.7. Reactive oxygen species quantification

To quantify the production of ROS due to LPC, we used a CM-H_2_DCFDA general oxidative stress indicator (Thermo Fisher C6827). To measure ROS, paVICs were plated on 6-well plates and allowed to grow to 90% confluency in growth medium. When ready, the cells were treated with 60 μM dantrolene or DMSO vehicle overnight in low-serum medium. The next day treated media were removed, the cells washed with PBS, and then exposed to 10 μM LPC for 10–60 min in HHBSS or ethanol vehicle for 60 min in an incubator. Other dantrolene treated and untreated control groups were exposed to only HHBSS or 200 μM *tert*-butyl hydroperoxide (Thermo Fisher 180340050), a potent inducer of ROS, for 30 min. After exposure, cells were washed with PBS and loaded with 10 μM CM-H_2_DCFDA in HHBSS for 30 min in an incubator. After dye loading, the cells were lifted from their plates using 0.25% trypsin, collected in HHBSS without calcium or magnesium, and fluorescent intensity was examined using flow cytometry in an MA900 Cell Sorter (Sony). Median fluorescence intensity (MFI) was used to determine changes in ROS production. Flow data were analyzed as MFI using Flowing Software (version 2.5.1). Three replicates were included per experimental group, and data from two independent experiments are reported.

### 2.8. Quantitative real-time polymerase chain reaction

Quantitative real-time polymerase chain reaction (qRT-PCR) was carried out as previously described (9). Briefly, paVIC cultures were exposed to LPC, dantrolene, or their respective vehicles for 1 or 3 days. After experimentation, RNA was extracted using TRIzol reagent (Invitrogen 15596018) and purified using a Direct-zol RNA Microprep spin kit (Zymo Research R2062) per the manufacturer's directions, with a DNAse treatment. RNA was eluted into RNAse-free water. RNA quantity and quality were measured using a Nanodrop 2000 (Thermo Fisher). A value greater than 1.8 was considered acceptable for 260/280 and 260/230 ratios. Reverse transcription was conducted using a High-Capacity cDNA Kit (Applied Biosystems 4368813). qRT-PCR was performed on a CFX96 Real-Time PCR System (Bio-Rad) using probes listed in Supplementary Table S1. Three to 6 replicates were used per experiment.

### 2.9. RNA sequencing

Total RNA was extracted from paVICs using the same methods as for qRT-PCR. Three experiments, each using cells from separate isolations, were conducted on different days, and each experiment had one replicate per group. Purified RNA samples were sent to Novogene Corporation United States (Sacramento, CA), which performed quality control, library construction, sequencing, and data cleaning. RNA sequencing was conducted using Illumina platforms. After the data were received, annotation was carried out for *Sus scrofa* using *STAR* (v2.7.9), and batch effect adjustment was carried out using the ComBat function of the *SVA* package in R (21, 22). Differential gene expression was determined using DESeq2 (v1.32.0) in R (23). Data visualization was performed in R using the following: heatmaps were generated using *ComplexHeatmap* (v2.8.0), volcano plots were generated using *EnhancedVolcano* (v1.11.5), and finally GO, WikiPathways and KEGG pathway analysis was carried out with *enrichplot* (v1.12.3) (24, 25). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (26) and are accessible through GEO Series accession number GSE227229.

### 2.10. Statistical methods

Statistical analysis was performed using R version 4.1 (27). Quantitative data are expressed in the text as mean ± standard deviation and graphically as box-and-whiskers indicating median (crossbar), interquartile range (hinges), and 1.5 times interquartile range (whiskers). Experiments were repeated at least twice with the number of replicates specified unless otherwise noted. Statistical analysis was performed using *n*-way ANOVA with *post hoc* Tukey's test or Dunnett's test as appropriate. Significance was called at *P* = 0.05.

## 3. Results

### 3.1. Dantrolene has minimal toxicity on paVICs

The paVICs demonstrated an LD50 of 297.8 ± 1.8 μM to dantrolene using an alamarBlue assay (Figure 2A). The cells demonstrated good viability until about 150 μM dantrolene and showed much lower viability due to high toxicity at greater doses. A dose of 600 μM regularly killed all cells in the sample. Since alamarBlue detects mitochondrial activity, treatments that stress the cells can result in a slightly elevated signal from a live (non-treated) control. Therefore, we confirmed our results using a Live/Dead stain with microscopic examination (Figures 2C–E). While there was very low baseline cell toxicity at low doses (Figure 2C), increased toxicity could be observed beginning at 75 μM (Figure 2D). At 300 μM, nearly all the cells in the sample were dead or had a compromised membrane (Figure 2E). Based on these results, we chose to use a dose of 60 μM dantrolene or less in all further experiments, which allowed for good viability with minimal interference with other assays.

**Figure 2:**
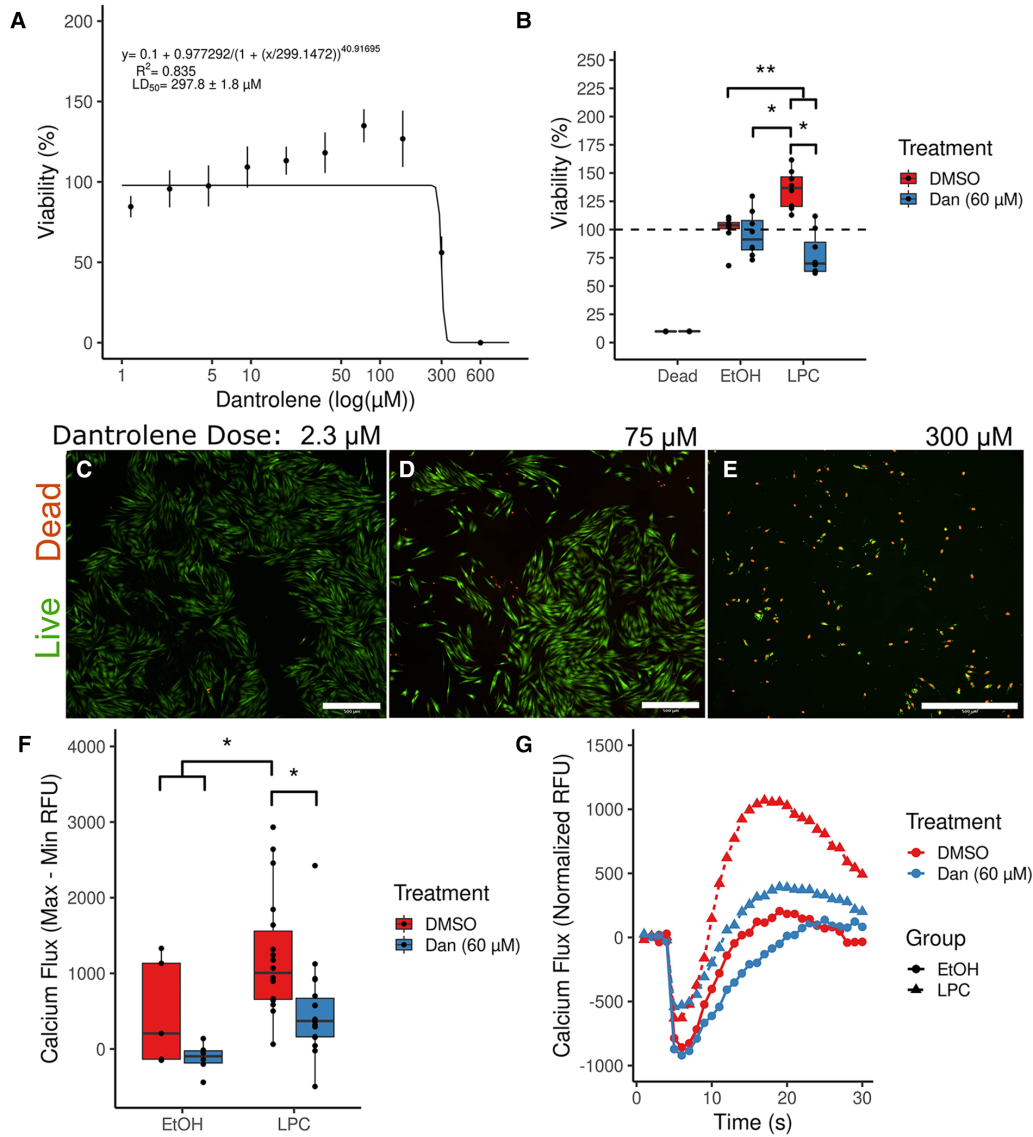
Dantrolene allows for nontoxic inhibition of calcium signaling in porcine aortic valve interstitial cells. (**A**) An alamarBlue serial dilution fitted to four parameter logistic regression calculates the cellular median lethal dose of dantrolene at 297.8 μM. (*n* = 8 per point; data are representative of two independent experiments) (**B**) Dantrolene reduces increased cellular metabolism due to LPC. (Dead group was treated with 10% EtOH; *n* = 12 per group) (**C–E**) Live/Dead staining confirms the results of the alamarBlue assay in (**A**). (**F**) Dantrolene inhibits LPC-induced calcium flux. (*n* = 6–18 per group) (**G**) Representative curves from (**F**). (*indicates *P* < 0.05 *via* Tukey's test between the indicated groups; **indicates *P* < 0.05 between all the indicated comparisons by Tukey's test; scale bar is 100 μM; Dan, dantrolene; LPC, α-lysophosphatidylcholine; RFU, relative fluorescent units; DMSO, dimethyl sulfoxide; EtOH, ethanol).

We further examined the effects of our reagent combinations on paVICs using an alamarBlue assay (Figure 2B). Dantrolene (60 μM) had no effect on viability compared to vehicle-treated cells (95.9 ± 19.9% vs. 100.0 ± 13.6%, *P* = 0.992). Meanwhile, treatment with 10 μM LPC showed an apparent increase in viability compared to all other groups (135.5 ± 17.0%, *P* < 0.001, all comparisons). This apparent increase in viability could be due to increased cell proliferation or mitochondrial stress, either of which would indicate that LPC negatively affects paVIC quiescence. Treatment with dantrolene and LPC reversed this increase in alamarBlue signal (78.0 ± 19.3%, *P* < 0.001 vs. LPC). Treatment with both dantrolene and LPC decreased the viability of paVICs compared to vehicle-only treatment (*P* = 0.042) but not dantrolene only (*P* = 0.151), indicating that there may be some slight toxicity in the combination treatment.

### 3.2. Dantrolene inhibits LPC-induced calcium flux in paVICs

We investigated the effects of 60 μM dantrolene on LPC-induced calcium flux using Fluo-8, a calcium-sensitive dye. We found that overnight pretreatment with dantrolene inhibited LPC-induced calcium flux (Figures 2F–G). Treatment with LPC caused a significant increase in calcium flux compared to vehicle-treated cells (476.4 ± 551.2 vs. −103.3 ± 321.2, *P* = 0.028). Pretreatment with 60 μM dantrolene successfully blocked this increase in calcium flux due to LPC (95.0 ± 301.6, *P* = 0.011). Representative curves for each group can be seen in Figure 2G.

### 3.3. Dantrolene reduces calcific nodule formation of paVICs *in vitro*

Dantrolene inhibited calcific nodule formation of paVICs due to 10 μM LPC (Figures 3A–H). Treatment with dantrolene at doses of 60, 30, or 10 μM decreased total calcified area (Figure 3A), nodule number (Figure 3B), and nodule size (Figure 3C) compared to LPC in vehicle-treated cells. To confirm dantrolene's calcific nodule inhibiting ability, we repeated these experiments with osteogenic medium (OM) (Figures 3A–D,I–L). Comparable results were found with OM, but a 10 μM dose of dantrolene was ineffective at preventing OM-induced nodules (Figure 3L).

**Figure 3:**
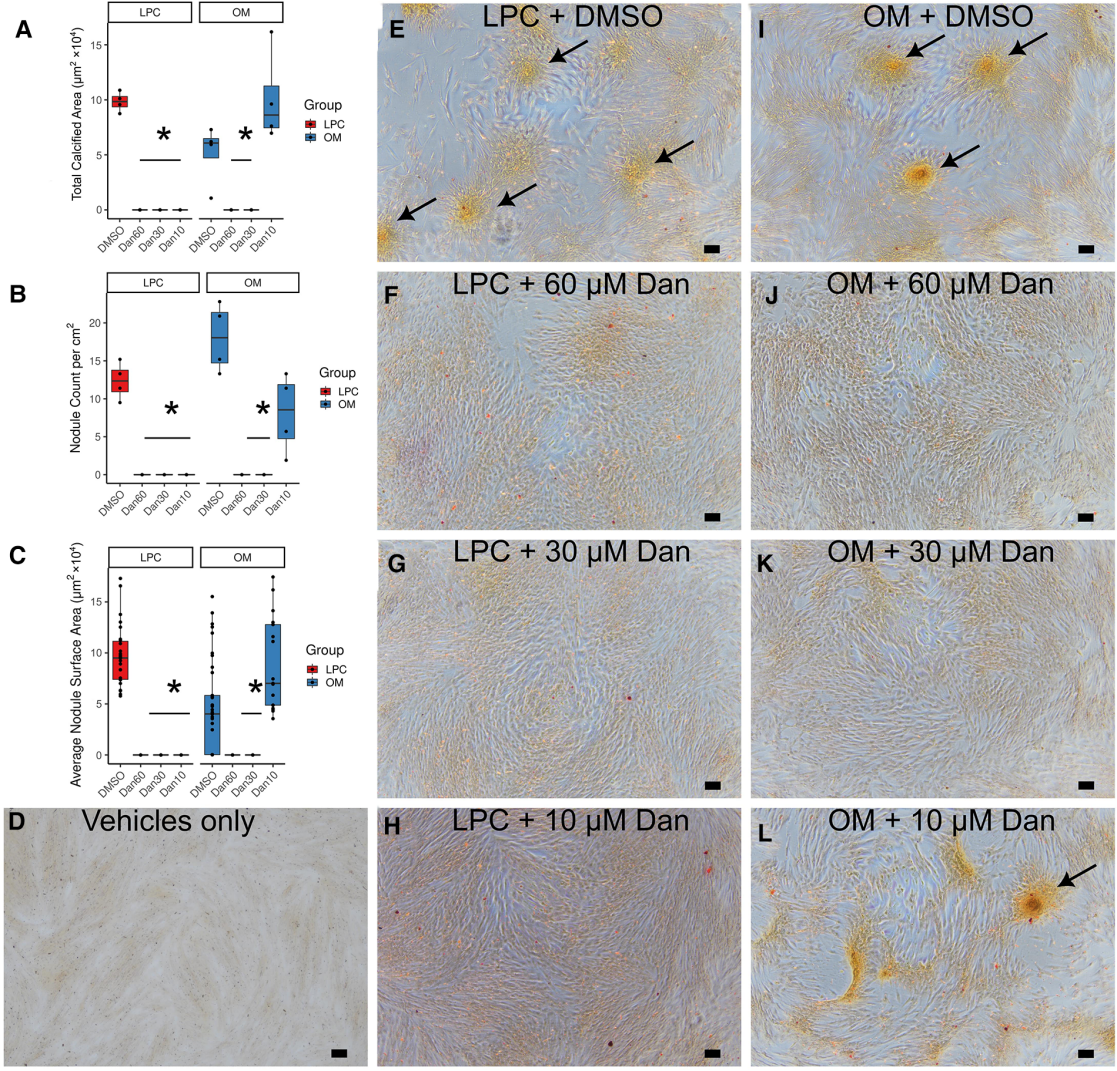
Dantrolene reduces *in vitro* calcific nodule formation by paVICs due to LPC and OM. Dantrolene reduces total calcified area (**A**), nodule number per well (**B**), and average nodule surface area (**C**). (**D**) Vehicle-only control (0.1% ethanol and 0.6% DMSO). (**E–L**) Red-yellow stain is alizarin red. (**E**) LPC in DMSO-treated paVICs. 10 μM LPC with (**F**) 60 μM, (**G**) 30 μM, and (**H**) 10 μM dantrolene. (**I**) OM in DMSO-treated paVICs. (**J**) 60 μM and (**K**) 30 μM dantrolene with OM. (**L**) Breakthrough nodules can be seen in 10 μM dantrolene with OM. (*n* = 4 per group for all experiments in this figure; (**C**) shows each nodule as a point; * indicated *P* < 0.05 from DMSO-treated control *via* Dunnett's test; arrows indicate areas of calcification; scale bar is 100 μM; paVICs, porcine aortic valve interstitial cells; LPC, α-lysophosphatidylcholine; OM, osteogenic medium).

### 3.4. Dantrolene reduces LPC-mediated apoptosis

LPC induces apoptosis in various cell types, and apoptotic cells may contribute to calcific nodule formation. We measured apoptosis in paVICs *via* caspase 3/7 activity (Figure 4A). Since 10 μM of LPC did not induce measurable levels of apoptosis in paVICs, we performed serial doublings and determined that 80 μM of LPC was sufficient to induce apoptosis without signal interference from the vehicle. At 80 μM, LPC significantly induced caspase 3/7 activity compared to the vehicle-only control as measured by a luminescent assay (942.8 ± 94.4 vs. 172.3 ± 31.6 RLU, *P* < 0.001). In cells pretreated with dantrolene, significantly less caspase activity was measured (577.4 ± 273.0 RLU, *P* = 0.017), but cells treated with 80 μM LPC + 60 μM dantrolene treatment still had higher caspase activity than the vehicle-only control (*P* = 0.018). These results indicate that dantrolene partially inhibits the apoptotic effects of LPC on paVICs.

**Figure 4:**
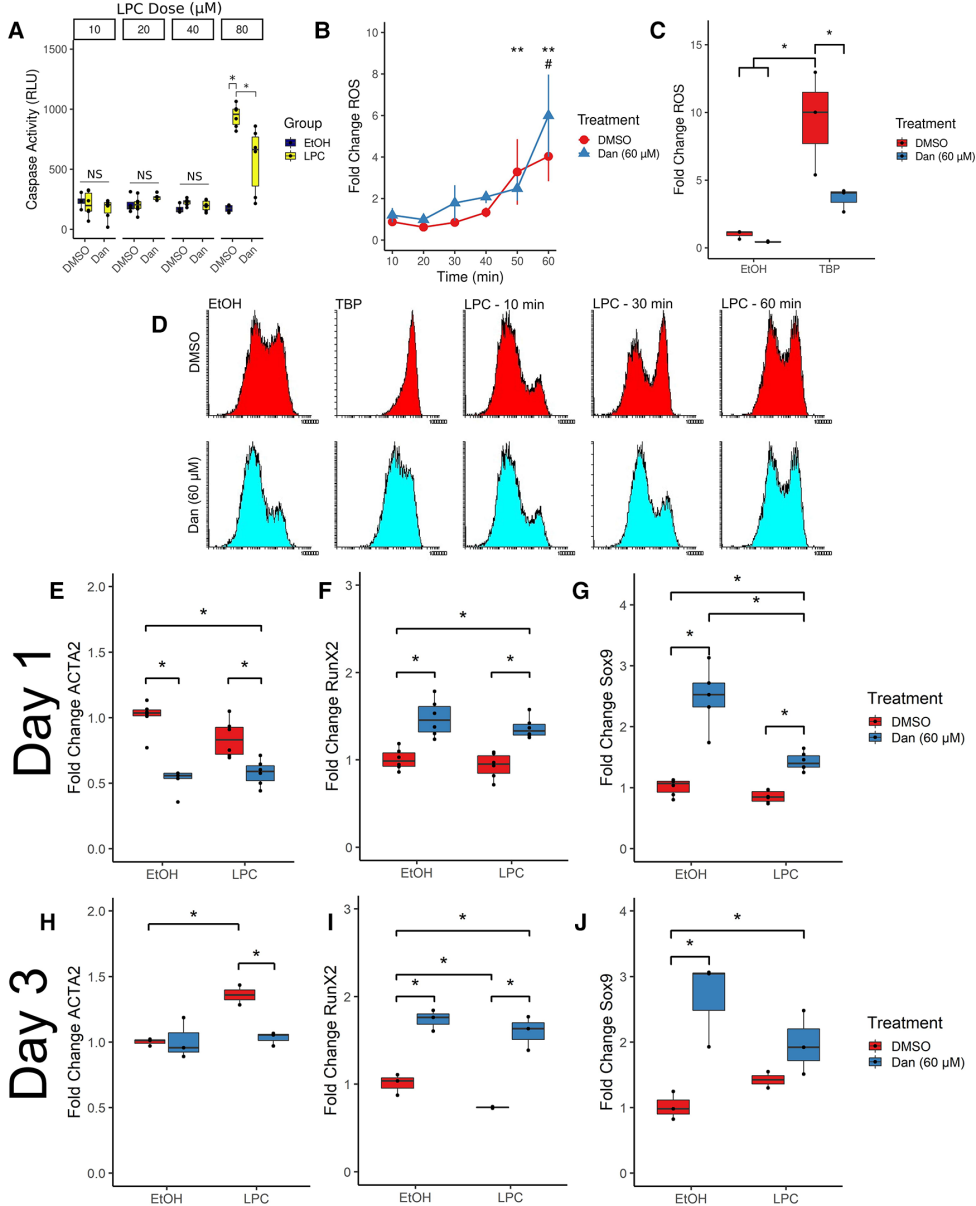
Dantrolene induces a number of phenotypical changes compared to cells treated with LPC. (**A**) Dantrolene inhibits LPC-mediated apoptosis. (*n* = 8–12 per group) (**B**) Dantrolene has no effect on LPC-induced ROS (*n* = 6 per group; **indicates significances from untreated control in dantrolene-treated [blue] group; # indicates significance reached DMSO-treated [red] group) but (**C**) inhibits ROS due to *tert*-butyl hydroperoxide. (*n* = 3 per group) (**D**) representative fluorescent intensity histograms from (**B**). (**E,H**) Dantrolene inhibits *ACTA2* expression at 1 and 3 days compared to LPC. (**F,I**) Dantrolene upregulates *RUNX2* expression in paVICs. (**G,J**) Dantrolene upregulates *SOX9* expression in paVICs. (*n* = 6 for day 1 timepoints and *n* = 3 for day 3 timepoints; *indicates *P* < 0.05 *via* Tukey's test between the indicated groups; paVIC, porcine aortic valve interstitial cell; LPC, α-lysophosphatidylcholine; RLU, relative luminescence units; ROS, reactive oxygen species; Dan, dantrolene; DMSO, dimethyl sulfoxide; EtOH, ethanol; TBP, tert-butyl hydroperoxide).

### 3.5. Dantrolene has no effect on LPC-induced ROS

LPC induces ROS in a number of cell types, and dantrolene has been shown to inhibit ROS formation. Therefore, we hypothesized that dantrolene would inhibit LPC-mediated ROS. We measured ROS formation *via* flow cytometry using a ROS-sensitive fluorescent dye (Figure 4B). Compared to an untreated reference, LPC-treated paVICs displayed a significant increase in ROS at 50 min of exposure (3.3 ± 1.6-fold change from paVICs treated with medium-only, *P* = 0.014); compared to dantrolene + LPC-treated cells, which showed significantly increased ROS at 60 min (6.0 ± 2.0-fold change, *P* < 0.001). No difference was found between LPC- or dantrolene + LPC-treated groups.

Because of this unexpected result, we next confirmed the antioxidant properties of dantrolene using another ROS-inducing agent. paVICs were treated with 60 μM dantrolene or DMSO vehicle and 300 μM *tert*-butyl hydroperoxide (TBP), a potent inducer of ROS (Figure 4C). TBP induced a strong ROS response compared to the vehicle-only control (9.46 ± 3.8-fold change vs. 1.0 ± 0.3, *P* = 0.003). Treatment with dantrolene inhibited this ROS production (3.6 ± 0.9-fold change, *P* = 0.028). ROS production from treatment with dantrolene was not different from the vehicle-only group (0.45 ± 0.05, *P* = 0.99). Representative histograms for the ROS flow cytometry can be seen in Figure 4D. These results indicate that dantrolene does not inhibit LPC-mediated ROS but does inhibit ROS induced by other sources.

### 3.6. Dantrolene inhibits *ACTA2* expression

Activation of paVICs as measured *via* αSMA (gene symbol: *ACTA2*) has long been considered a disease hallmark and a pro-CAVD phenotype. Tissue culture polystyrene artifactually induces this expression of αSMA, and factors that reduce its expression are believed to be beneficial in CAVD. We measured *ACTA2* expression at 1 and 3 days of exposure to LPC ± dantrolene *via* qRT-PCR. At 1 day, co-treatment with LPC and dantrolene significantly reduced *ACTA2* expression relative to both 10 μM LPC alone (0.8 ± 0.1 vs. 0.6 ± 0.1 fold change, *P* = 0.006) and vehicle control (1.0 ± 0.1 fold change, *P* < 0.001) (Figure 4E). Even in the absence of LPC, treatment with 60 μM dantrolene significantly reduced *ACTA2* expression compared to vehicle control (0.5 ± 0.1-fold change, *P* < 0.001).

By 3 days, *ACTA2* expression was consistent between the vehicle-only and 60 μM dantrolene groups (1.0 ± 0.0 vs. 1.02 ± 0.2 fold change, *P* > 0.99). The 10 μM LPC group had significantly higher *ACTA2* expression (1.35 ± 0.1 fold change, *P* = 0.031) than the vehicle control, the 60 μM dantrolene group (*P* = 0.032), and the dantrolene + LPC group (1.03 ± 0.1 fold change, *P* = 0.048) (Figure 4H). These results demonstrate that 60 μM dantrolene effectively reduces *ACTA2* expression in paVICs.

### 3.7. Dantrolene upregulates osteoblastic regulatory genes

Osteoblastic differentiation of paVICs drives valve calcification, so we examined the expression of the key regulatory factors Runt-Related Transcription Factor 2 (gene symbol: *RUNX2*) and *SRY*-Box Transcription Factor 9 (*SOX9*) using qRT-PCR at 1 day (Figures 4F–G) and 3 days (Figures 4I–J). We found that both *RUNX2* and *SOX9* are significantly upregulated at both time points due to 60 μM dantrolene.

*RUNX2* expression was significantly upregulated with 60 μM dantrolene treatment compared to vehicle control at 1 day (1.5 ± 0.2 vs. 1.0 ± 0.1-fold change, *P* < 0.001) and 3 days (1.74 ± 0.1 vs. 1.0 ± 0.1, *P* < 0.001). Treatment with 10 μM LPC did not significantly affect *RUNX2* expression at 1 day (0.9 ± 0.1, *P* = 0.702) but resulted in decreased *RUNX2* expression by 3 days (0.73 ± 0.0, *P* = 0.047). Co-treatment with dantrolene and LPC significantly increased *RUNX2* expression over LPC treatment alone at 1 day (1.4 ± 0.1, *P* < 0.001) and 3 days (1.6 ± 0.2, *P* < 0.001).

Regarding *SOX9*, dantrolene similarly increased its expression compared to vehicle control at both 1 day (2.5 ± 0.5, *P* < 0.001) and 3 days (2.7 ± 0.7, *P* = 0.006). LPC did not affect *SOX9* expression compared to vehicle control at 1 or 3 days. Co-treatment with dantrolene + LPC increased *SOX9* expression compared to LPC alone at 1 day (1.4 ± 0.1 vs. 0.85 ± 0.1-fold change, *P* < 0.001), but this effect was not significant at 3 days. Overall, these data show that dantrolene increases the expression of the gene regulation factors *RUNX2* and *SOX9*.

### 3.8. Characterization of differentially expressed genes in RNAseq analysis

Given the broad signaling and regulatory implications of calcium blockade and upregulation of *RUNX2* and *SOX9*, we used RNAseq to survey the global regulatory changes caused by treatment with LPC and dantrolene. 

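Sequencing libraries of mRNA were made from paVICs, the interstitial cells isolated from pig aortic valves, after 24 h in 1 of 4 treatments. The groups were vehicle control, 10 μM LPC, 60 μM dantrolene, and LPC + dantrolene (n = 3 per group), and all groups held 0.6% DMSO and 0.1% ethanol. Each replicate number marks a separate isolation of cells cultured on its own day, so samples with the same number share an isolation. The authors aligned the reads with STAR, adjusted the counts for batch with the ComBat function, and deposited whole-number counts per gene that are not scaled for library size. Because of this adjustment the counts are not the reads themselves, and the isolation means of each gene were already moved toward each other. Between 16489684 and 24105935 counts per sample fell on genes. The median total was 19585430 in the vehicle group (range 19029059 to 22859544), 18050059 with LPC (17730111 to 21062624), 18155653 with dantrolene (16826942 to 24105935), and 17904501 with LPC + dantrolene (16489684 to 18653374). From these counts, 13216 of the 31908 genes passed edgeR's filter on low counts and were tested. Library sizes were scaled by TMM factors, which lay between 0.879 and 0.918 in the vehicle group and between 0.863 and 1.15 in the treated groups. All 12 samples entered a single quasi-likelihood model in edgeR, and genes were called at an adjusted p under 0.05. The isolation was not a term of that model, since the authors had adjusted for it, and a fit with the isolation as a block was run as an alternative. That adjustment used degrees of freedom that the tests do not count, so adjusted p-values here can be too small, and counts from before it were not analysed here. Expression is given as TMM-scaled CPM, the counts of a gene relative to the library size, and 3 counts correspond to between 0.114 and 0.186 CPM in these libraries. At this depth and number of replicates, a simulation with known changes recovered 78 of 97 genes changed 4-fold. Of all 193 changed genes it recovered 96, so most of the smaller changes were missed. The simulation did not include the authors' adjustment for batch. The genome build and annotation release are not stated in the paper's text, so genes are named by the identifiers and symbols of the count table.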

Principal component analysis of the *ComBat*-adjusted treatment groups (Figure 5A) showed close clustering of vehicle-only treated samples, separate from those treated with 10 μM LPC, which also clustered together. 

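Principal components were computed on log2 CPM of the 500 most variable genes. PC1 held 31.4% of the variance and PC2 16.4%. PC1 held 78.3% with the variance stabilizing transformation, and PC2 held 24.5% with the 50 most variable genes. On PC2, the vehicle and LPC samples lay between 5.89 and 17.8, and the samples with dantrolene between −21.4 and −2.89. On PC1, vehicle samples lay between −16.0 and −7.35 and LPC samples between 1.44 and 14.6. Replicate 2 of LPC + dantrolene lay at −46.0 on PC1, outside the range of the other samples (−16.0 to 20.8). Over the same genes, the mean Euclidean distance between 2 vehicle samples was 37.1 and that between 2 LPC samples was 39.4. Between the vehicle and LPC groups it was 45.3, with a one-sided exact permutation p of 0.1 for a larger distance between groups than within them, the smallest that 3 samples against 3 allow.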

Meanwhile, those treated with dantrolene or LPC + dantrolene clustered together, suggesting that these samples shared more similar gene expression profiles to one another than to the LPC-treated group. 

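The mean distance from dantrolene to LPC + dantrolene samples was 46.0, against 43.7 from dantrolene to LPC samples and 51.6 from LPC to LPC + dantrolene samples. The distance between dantrolene and LPC + dantrolene was not distinguishable from the spread within these groups (one-sided exact permutation p = 0.7). For dantrolene and LPC the exact permutation p was 0.1, and for LPC and LPC + dantrolene it was 0.2. Seen from the LPC + dantrolene samples, the distance to dantrolene was 0.892 times the distance to LPC, and this ratio stayed between 0.852 and 0.936 with each library left out in turn, in fits added after the data were seen. Seen from the dantrolene samples, the distance to LPC + dantrolene was 1.05 times the distance to LPC. That ratio was 0.888 without replicate 2 of LPC + dantrolene and 1.19 without replicate 3, and it was 0.928 over the 50 most variable genes.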

The sample distance heat map (Figure 5B) affirmed this relationship between samples.

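Each vehicle and each LPC sample had its smallest mean distance to its own group, between 33.9 and 38.9 for vehicle and between 38.9 and 39.6 for LPC. The dantrolene samples were also nearest to each other, at 38.2, 38.1 and 33.3 for replicates 1, 2 and 3. Replicates 1 and 3 of LPC + dantrolene were nearer to the dantrolene group (37.6 and 37.2) than to their own (54.2 and 51.7), but the distance between these 2 replicates themselves was 36.5, so replicate 2 decides this order. Replicate 2 of LPC + dantrolene was far from all groups, at 57.0 from vehicle, 65.9 from LPC, 63.3 from dantrolene, and 69.4 from the other LPC + dantrolene samples.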

**Figure 5:**
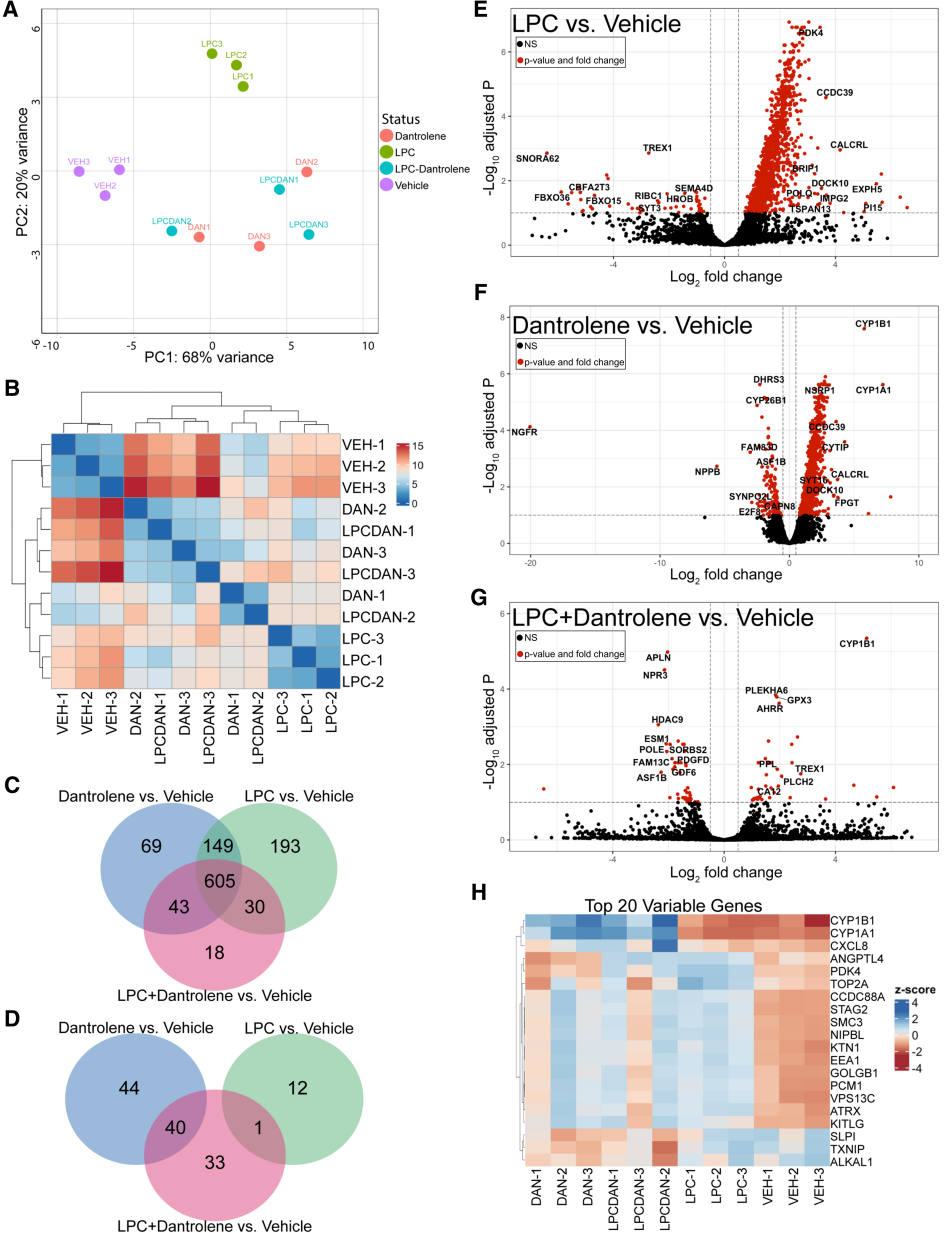
Dantrolene induces cytoprotective changes in paVICs compared to LPC. (**A**) Principal component analysis shows grouping of the vehicle, LPC controls, and dantrolene-treated replicates. (**B**) Sample distance heat map. (**C**) Dantrolene and LPC have commonly and uniquely upregulated genes. (**D**) Dantrolene and LPC alone do not share any downregulated genes. (**E–G**) Volcano plots of differentially regulated genes between LPC, dantrolene, and combination treatments. (**H**) Heat map of the top 20 differentially regulated genes. (*n* = 3 per condition; paVIC, porcine aortic valve interstitial cell; LPC, α-lysophosphatidylcholine).

Venn diagrams of differentially expressed genes with *P*_adj_ < 0.05 demonstrated that 690–980 genes were upregulated, and 10–85 genes were downregulated in all treatment groups compared to vehicle controls. 

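At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1129 genes were upregulated and 19 downregulated with LPC compared to vehicle. With dantrolene, 997 genes were upregulated and 166 downregulated, and with LPC + dantrolene 824 were upregulated and 119 downregulated. With only the 2 groups in the fit, 57, 290 and 31 genes were downregulated with LPC, dantrolene, and LPC + dantrolene, at an adjusted p under 0.1 in the same edgeR test 61, 246 and 193, and on total counts alone 9, 61 and 52. Without replicate 2 of vehicle, 712, 547 and 489 genes were upregulated with LPC, dantrolene, and LPC + dantrolene, and 10, 82 and 55 were downregulated. Without replicate 3 of vehicle, 761, 605 and 529 were upregulated and 15, 86 and 49 downregulated. Without replicate 2 of LPC, 668 genes were upregulated with LPC, and without replicate 1 of LPC, 12 were downregulated. Without replicate 2 of dantrolene, 377 genes were upregulated and 52 downregulated with dantrolene, and without replicate 3 of dantrolene, 85 were downregulated. Without replicates 1, 2 and 3 of LPC + dantrolene, 469, 1706 and 466 genes were upregulated in that group, and 94, 393 and 42 downregulated. Without its replicate 2, 69 genes were downregulated with LPC, and 1515 were upregulated and 284 downregulated with dantrolene. Dantrolene and LPC + dantrolene had 105 and 74 downregulated genes without replicate 2 of LPC. With the isolation as a block, the downregulated genes numbered 8, 77 and 59 for LPC, dantrolene and LPC + dantrolene. In the authors' deposited table, 1072, 942 and 761 genes were upregulated in these groups, and 1034, 905 and 738 of those were also called here. That table holds 23, 99 and 86 downregulated genes for the same groups, of which 14, 89 and 71 were also called here.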

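Of the genes upregulated compared to vehicle, 723 were called in all 3 treatment groups. They made up 64% of the genes upregulated with LPC, 72.5% of those with dantrolene, and 87.7% of those with LPC + dantrolene. Counted by gene symbol, the lowest of these shares was 64.9%, and it was 32.6% with only the 2 groups in the fit, 33.9% without replicate 2 of dantrolene, and 38.6% and 37.6% without replicates 1 and 3 of LPC + dantrolene. A further 224 genes were called with LPC alone, 68 with dantrolene alone, and 37 with LPC + dantrolene alone. All 3 comparisons use the same vehicle libraries, which by itself makes their changes alike. Across genes, which are not independent replicates, the correlation of the log2 fold changes with LPC and with dantrolene was 0.697. It was 0.525 at most in 20 simulations of unchanged groups that share a simulated vehicle group. Genes were drawn independently there, so a deviation that many genes share in the real vehicle libraries could give more. The number of shared genes was 410 and 462 without replicates 2 and 3 of vehicle, 459 without replicate 2 of LPC, and 360 without replicate 2 of dantrolene. It was 427, 1306 and 433 without replicates 1, 2 and 3 of LPC + dantrolene.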

The majority (approximately 62%–87%) of the significantly upregulated genes were shared between the three treatment groups (Figure 5C), but each group also had uniquely upregulated genes. In contrast, a Venn diagram of downregulated genes (Figure 5D) showed that the LPC group had no commonly downregulated genes compared to the dantrolene group. 

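The LPC and dantrolene groups had 4 downregulated genes in common, and 58 at an unadjusted p under 0.05. Named after their values were seen, these 4 were NCMAP, TM7SF2, LURAP1L, and a gene without a symbol listed as ENSSSCG00000046722. NCMAP had 0 counts in all LPC and dantrolene libraries, against 2 to 43 in vehicle libraries, which is at least 7.30-fold lower with LPC and at least 7.77-fold lower with dantrolene. With LPC + dantrolene its log2 fold change was −0.37, which was not significant (adjusted p = 0.967, edgeR's quasi-likelihood test). A fall with each treatment alone was thus not seen with both together. TM7SF2 had a log2 fold change of −1.53 with LPC and −1.34 with dantrolene (adjusted p = 0.00994 and 0.0313, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LURAP1L had −2.63 and −2.01 (adjusted p = 0.00223 and 0.0243, the same edgeR test). Without replicate 3 of vehicle, TM7SF2 was at −0.86 and −0.68 and LURAP1L at −1.68 and −1.06, and neither was significant (adjusted p from 0.211 to 0.798, edgeR). Over all alternatives, the highest adjusted p in either comparison was 0.156 for NCMAP, 0.798 for TM7SF2, and 0.745 for LURAP1L. The overlap was 1 gene with the isolation as a block and 1 without replicate 1 of LPC. It was 0 with DESeq2's Wald test, without replicate 2 of LPC, and without replicate 2 of dantrolene (48, 44 and 45 genes at an unadjusted p under 0.05).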

Further, the LPC + dantrolene group had only one downregulated gene in common with the LPC group, suggesting that dantrolene-mediated downregulation of genes dominated gene downregulation. 

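The LPC and LPC + dantrolene groups had 3 downregulated genes in common, and the dantrolene and LPC + dantrolene groups had 80. Named after their values were seen, the 3 were TM7SF2, LURAP1L, and SREBF1. SREBF1 had a log2 fold change of −1.07 with LPC and −1.09 with LPC + dantrolene (adjusted p = 0.0266 and 0.0273, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.94 with dantrolene, which was not significant (adjusted p = 0.0653, the same edgeR test). SREBF1 lost significance in 6 alternatives with LPC (adjusted p up to 0.294, without replicate 3 of vehicle) and in 6 with LPC + dantrolene (up to 0.332, without replicate 3 of that group). With dantrolene it passed with only the 2 groups in the fit (adjusted p = 0.0144, edgeR) and without replicate 1 of vehicle (adjusted p = 0.0368, edgeR). The overlap of LPC with LPC + dantrolene was 0 genes with the isolation as a block and 0 without replicate 3 of vehicle (28 and 14 at an unadjusted p under 0.05). It was 1 gene without replicate 2 of vehicle, replicate 2 of LPC, or replicates 1 or 3 of LPC + dantrolene, and 10 without replicate 2 of LPC + dantrolene. The overlap of dantrolene with LPC + dantrolene was 34 genes with the block. It was 37 and 32 without replicates 2 and 3 of vehicle, 41 and 50 without replicates 2 and 3 of dantrolene, and 47, 173 and 36 without replicates 1, 2 and 3 of LPC + dantrolene. The paper reads its small overlap of LPC + dantrolene with LPC as a sign that most of the downregulation came from dantrolene.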

All significantly different genes can be found in Supplementary Data Sets A–F.

Volcano plots of genes with a *P*_adj_ < 0.05 (Figures 5E,F) showed that LPC strongly promoted gene upregulation, as did dantrolene, to a lesser extent. 

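Of all genes called with LPC, 98.3% were upregulated, and with dantrolene 85.7% were. Without TMM scaling, on total counts alone, these shares were 99.2% and 94.3%. The median log2 fold change of all tested genes was −0.17 with LPC and −0.11 with dantrolene, and it was −0.0023 and 0.13 on total counts alone, so the scaling moved all changes by this shift. Among the genes with the smallest adjusted p with LPC, CCDC186 (ENSSSCG00000010648) rose from 3.54 ± 0.881 to 28.2 ± 4.32 CPM (SD, n = 3), a log2 fold change of 2.99 (standard error 0.40). PDK4 (ENSSSCG00000015334) rose from 1.33 ± 0.349 to 14.1 ± 2.39 CPM with LPC, with a log2 fold change of 3.40 (adjusted p = 7.32e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With dantrolene PDK4 was at 1.11 ± 0.829 CPM and the difference from vehicle was not significant (adjusted p = 0.868, the same edgeR test). Among the few genes downregulated with LPC, TREX1 (ENSSSCG00000011358) fell from 3.51 ± 0.632 to 0.515 ± 0.459 CPM (adjusted p = 0.000556, edgeR). With dantrolene, DHRS3 (ENSSSCG00000003439) fell from 139 ± 38.8 to 27.4 ± 8.62 CPM (adjusted p = 3.1e-06, edgeR). NGFR, labelled in Figure 5F, was detected in only 1 vehicle library, with 100 counts against 0 in the other vehicle libraries and in all dantrolene libraries.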

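Between LPC + dantrolene and LPC, 29 genes were upregulated and 38 downregulated at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 442 and 432 at an unadjusted p under 0.05. These counts were 9 and 10 with the isolation as a block and 5 and 2 on total counts alone. Without replicates 1, 2 and 3 of LPC in turn they were 12 and 19, 3 and 6, and 16 and 11. Without replicates 1, 2 and 3 of LPC + dantrolene they were 38 and 82, 53 and 87, and 15 and 11, and without replicates 1 and 2 of vehicle 19 and 19, and 22 and 22. The gene with the smallest adjusted p among those downregulated was NPR3 (ENSSSCG00000036201), at 82.4 ± 24.8 CPM with LPC and 18.6 ± 8.58 with LPC + dantrolene (SD, n = 3). Its log2 fold change was −2.14 (standard error 0.36, adjusted p = 0.000145, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared to vehicle, NPR3 in the LPC + dantrolene group changed by −0.58, which was not significant (adjusted p = 0.511, the same edgeR test). APLN fell by 2.04 and ESM1 by 2.08 on the log2 scale (adjusted p = 0.000401 and 0.000696, edgeR), and ESM1 lost significance on total counts alone (adjusted p = 0.0827, edgeR). AHRR rose from 21.5 ± 9.03 to 84.1 ± 9.73 CPM, and GPX3 from 8.76 ± 2.98 to 32.0 ± 7.02 CPM (adjusted p = 0.000528 and 0.00102, edgeR). The call of AHRR was lost without replicate 2 of LPC (adjusted p = 0.124, edgeR) and that of GPX3 without replicate 1 of LPC (adjusted p = 0.0614, edgeR).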

The volcano plot of differentially regulated genes between the LPC + dantrolene group and the LPC group (Figure 5G) revealed many interesting genes that may provide insight into the regulation of calcification in valve disease. 

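In the comparison of LPC + dantrolene with LPC, CYP1B1 (ENSSSCG00000033844) had a log2 fold change of 5.11 (standard error 0.50, adjusted p = 1.27e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BCL3 (ENSSSCG00000027426) rose from 10.4 ± 4.26 to 28.8 ± 5.12 CPM (SD, n = 3), with a log2 fold change of 1.47 and an adjusted p of 0.0183 from the same edgeR test. IL6R (ENSSSCG00000027628) rose from 4.24 ± 1.60 to 13.5 ± 2.58 CPM, with a log2 fold change of 1.67 and an adjusted p of 0.0183 (edgeR). NQO1 (ENSSSCG00000002754) was at 80.9 ± 16.7 and 187 ± 79.3 CPM, a log2 fold change of 1.21 that did not pass the threshold (adjusted p = 0.0722, edgeR). All 4 genes were higher in each of the 3 pairs of samples from the same isolation. With the isolation as a block, BCL3 and IL6R lost significance (adjusted p = 0.096 and 0.17, edgeR), as they did on total counts alone and with only the 2 groups in the fit. Over all alternatives the adjusted p ranged from 0.00624 to 0.356 for BCL3 and from 0.00728 to 0.403 for IL6R (edgeR and DESeq2). BCL3 also lost it without replicates 2 or 3 of LPC and replicate 3 of LPC + dantrolene, and IL6R without any 1 replicate of LPC. Without replicate 2 of LPC, the log2 fold change was 1.21 for BCL3 and 1.40 for IL6R. NQO1 passed with DESeq2's Wald test (adjusted p = 0.0417), without a filter, with at least 10 counts in every sample, and without replicate 1 of LPC + dantrolene (adjusted p from 0.0186 to 0.445 over all alternatives, edgeR and DESeq2).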

Notably upregulated genes include *CYP1B1*, a cytochrome P450 family enzyme shown to be atheroprotective (28, 29) and associated with decreased oxidative stress and inflammation (30); *BCL3*, an NFκB inhibitor associated with atherosclerotic changes (31); *IL6R*, the interleukin-6 receptor, mutations of which have been implicated in increased vulnerability to CAVD (32, 33); and *NQO1*, an NAD(P)H oxidoreductase for which upregulation has been linked with decreased calcification (34). 

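HDAC9 (ENSSSCG00000015368) was at 11.9 ± 5.33 CPM with LPC and 2.30 ± 1.43 with LPC + dantrolene (SD, n = 3), a log2 fold change of −2.37 with a standard error of 0.43 and an adjusted p of 0.000623 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SORBS2 (ENSSSCG00000036679) fell from 31.8 ± 12.6 to 8.24 ± 4.90 CPM, a log2 fold change of −1.95 (adjusted p = 0.00106, edgeR). P4HA1 (ENSSSCG00000010292) fell from 531 ± 92.6 to 214 ± 101 CPM, a log2 fold change of −1.31 (adjusted p = 0.0464, edgeR). AGTR1 (ENSSSCG00000011695) fell from 17.0 ± 3.88 to 6.79 ± 3.14 CPM, a log2 fold change of −1.32 that did not pass the threshold (adjusted p = 0.0642, edgeR). All 4 genes were lower in each of the 3 same-isolation pairs. On total counts alone HDAC9 and SORBS2 lost significance (adjusted p = 0.0525 and 0.075, edgeR), and SORBS2 lost it without replicate 3 of LPC + dantrolene (adjusted p = 0.0568, edgeR). P4HA1 lost it in 9 of 13 alternatives, the isolation as a block among them (adjusted p from 0.0179 to 0.403 in edgeR and DESeq2).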

Notably downregulated genes of interest include a DNA histone deacetylase, *HDAC9*, which has been associated with vascular smooth muscle cell calcification (35, 36); the angiotensin II receptor, *AGTR1*, which in addition to its role in blood pressure and general cardiovascular disease has also been associated with aortic stenosis and calcification (37); an actin organization gene, *SORBS2*, which has been implicated in exosome regulation (38) and myxomatous mitral valve disease (39); and the collagen synthesis enzyme prolyl-4-hydroxylase, *P4HA1*, which is induced by hypoxia inducible factor 1 (HIF1) (40), a known contributor to CAVD (41).

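Of the genes shown in Figure 5H, those not discussed by name in the text were CCDC88A, GOLGB1, ATRX, KITLG, PDK4, and ALKAL1. CCDC88A was at 6.07 ± 0.825 CPM in vehicle samples and at 37.8 ± 6.24, 38.8 ± 27.7 and 34.9 ± 18.7 with LPC, dantrolene, and LPC + dantrolene (SD, n = 3). ATRX rose from 5.71 ± 2.12 CPM to 36.3 ± 6.23, 31.4 ± 20.1 and 23.8 ± 15.4 in the same order. GOLGB1 and KITLG rose in all 3 treated groups as well, by 2.52, 2.38 and 2.22 and by 1.98, 2.53 and 2.43 on the log2 scale. For these 4 genes, the adjusted p ranged from 1.48e-06 to 0.000139 over the 3 comparisons with vehicle (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Replicate 2 was the highest of the dantrolene samples for CCDC88A, at 70.0 CPM, and the lowest of the LPC + dantrolene samples, at 13.6 CPM. ALKAL1 moved the other way, from 34.5 ± 18.8 CPM to 8.43 ± 3.31 with dantrolene (adjusted p = 0.00049, edgeR), and did not pass with DESeq2's Wald test (adjusted p = 0.142).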

Analysis of the top 20 differentially regulated genes between all groups (Figure 5H) yields other interesting gene changes. The top 2 differentially regulated genes, *CYP1B1* and *CYP1A1*, cytochrome p450-family enzymes have been shown to be atheroprotective in endothelial cells (28, 29), were upregulated in all of the dantrolene-treated groups, regardless of treatment with LPC, but not in any of the other groups. 

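CYP1A1 (ENSSSCG00000001906) was at 0.255 ± 0.205 CPM with vehicle and 0.205 ± 0.355 with LPC (SD, n = 3), where libraries held between 0 and 12 counts of it. It was at 36.4 ± 20.5 CPM with dantrolene and 38.4 ± 13.9 with LPC + dantrolene. Its log2 fold change over vehicle was 7.13 with dantrolene and 7.21 with LPC + dantrolene (standard errors 0.58 and 0.58, adjusted p = 2.14e-16 and 1.32e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CYP1B1 was at 22.8 ± 17.9 CPM with vehicle, 36.9 ± 20.7 with LPC, 1199 ± 647 with dantrolene, and 1274 ± 1092 with LPC + dantrolene, which gave log2 fold changes of 5.72 and 5.81 for the groups with dantrolene. With LPC alone, CYP1B1 changed by 0.70 and CYP1A1 by −0.28, neither of which was significant (adjusted p = 0.48 and 0.865, edgeR). With only the vehicle and LPC groups in the fit, the adjusted p of CYP1B1 was 0.0487 in edgeR's quasi-likelihood test, and in other alternatives up to 0.983. The log2 fold change of CYP1B1 with LPC was 0.15 without replicate 1 of LPC and 1.42 without replicate 2 of vehicle. The small change of CYP1A1 with LPC rested on single libraries, at 0.41 on the log2 scale without replicate 2 of vehicle, 0.27 and 0.30 without replicates 2 and 3 of LPC, and with an adjusted p of 0.048 (edgeR) without replicate 1 of LPC, the only LPC library that held counts of it.

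**Figure D1:**
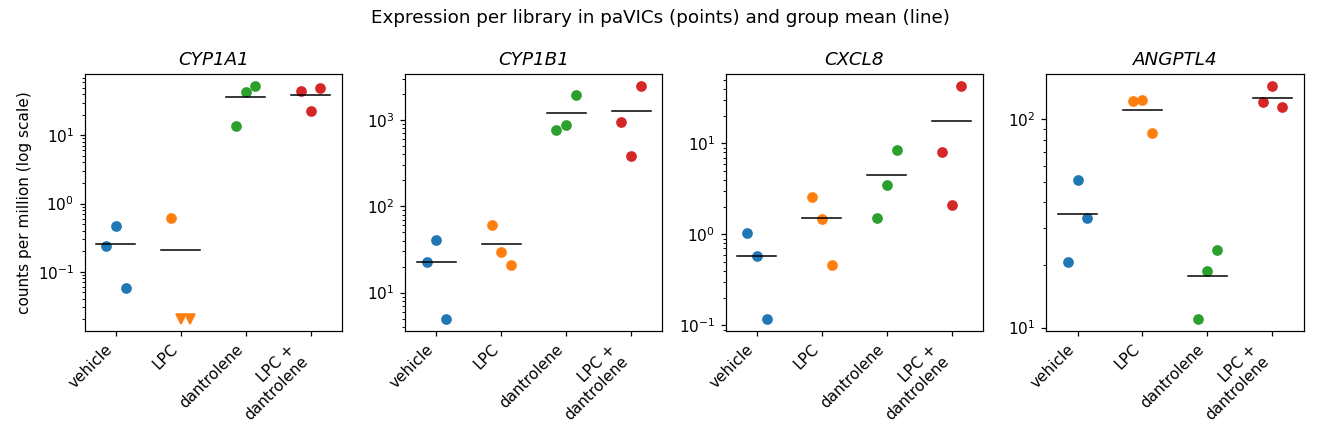
CPM of CYP1A1, CYP1B1, CXCL8 and ANGPTL4 in each library (points, log scale; triangles mark libraries with 0 counts) and the group mean (line) for vehicle, LPC, dantrolene, and LPC + dantrolene. Libraries with dantrolene hold between 13.5 and 53.0 CPM of CYP1A1, and those without it at most 0.615.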

The inflammatory regulator *CXCL8*, which encodes for interleukin-8, was comparatively downregulated in the vehicle control and LPC-treated groups. 

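CXCL8 (ENSSSCG00000008953) was at 0.583 ± 0.467 CPM with vehicle (2 to 22 counts per library) and 1.50 ± 1.05 with LPC (SD, n = 3). With LPC the difference from vehicle did not pass the threshold (adjusted p = 0.243, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change lay between 0.68 and 2.08 with each library left out in turn. Without replicate 3 of LPC it passed, at 1.75, and the adjusted p ranged from 0.0107 to 0.79 over all alternatives (edgeR and DESeq2). With dantrolene CXCL8 was at 4.48 ± 3.54 CPM, a log2 fold change of 2.89 over vehicle (adjusted p = 0.000325, edgeR), and with LPC + dantrolene at 17.7 ± 22.1 CPM, a log2 fold change of 4.88 (adjusted p = 6.65e-08, edgeR). With DESeq2's Wald test the call with dantrolene was lost (adjusted p = 0.0908). LPC + dantrolene differed from LPC by 3.56 (adjusted p = 7.82e-05, edgeR), and this call was lost with the isolation as a block, on total counts alone, with DESeq2's Wald test, without replicate 2 of LPC, and without replicate 3 of LPC + dantrolene, where the log2 fold change was 1.77 (adjusted p from 0.0668 to 0.308 in these fits).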

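ANGPTL4 (ENSSSCG00000013599) was at 35.2 ± 15.3 CPM with vehicle, 111 ± 21.8 with LPC, 17.8 ± 6.39 with dantrolene, and 127 ± 15.8 with LPC + dantrolene (SD, n = 3). The log2 fold change over vehicle was 1.66 with LPC and 1.85 with LPC + dantrolene (adjusted p = 0.000197 and 6.69e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With dantrolene alone it was −0.98, at the edge of the threshold (adjusted p = 0.0501, edgeR), and it passed in 5 alternatives, among them without replicate 1 of vehicle and without replicate 3 of dantrolene (adjusted p from 0.0231 to 0.546 over all alternatives, edgeR and DESeq2). LPC + dantrolene and dantrolene differed by 2.84 (adjusted p = 7.59e-08, edgeR), and only ANGPTL4 and PDK4 were upregulated between these groups. PDK4 there had a log2 fold change of 2.77 (adjusted p = 0.000272, edgeR), which lost significance on total counts alone, with only the 2 groups in the fit, and without replicate 1 of dantrolene (adjusted p = 0.087, 1 and 0.0988, edgeR). The 1 downregulated gene, named after its values were seen, was ENSSSCG00000048802, which has no symbol. At an unadjusted p under 0.05, 102 genes were upregulated and 67 downregulated. Both genes belong to a list of 9 tested PPAR target genes written before the data were examined, whose median log2 fold change in this comparison was 0.44 (9 of 9 higher, adjusted p = 6.93e-10 in limma's camera test, 0.0167 with an estimated correlation between genes, 0.0105 with fry). Without replicate 2 of LPC + dantrolene that median was 0.28. Compared to vehicle, the median of the list was −0.0098 with LPC, −0.47 with dantrolene, and −0.061 with LPC + dantrolene (adjusted p = 0.0902, 0.0201 and 0.103, camera). The list was therefore higher relative to dantrolene alone, and was not called higher than vehicle in either group with LPC.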

*ANGPTL4*, a neovascularization gene with a role in lipid metabolism (42, 43), was upregulated in both LPC treated groups and downregulated in the dantrolene only and vehicle control groups. Other genes that were strongly differential were regulators of DNA replication and repair (*TOP2A*, *STAG2*, *SMC3*, *NIPBL*) and organelle movement (*KTN, EEA1*, *PCM1*, *VPS13C*), inflammation (*SLPI*), and oxidative stress (*TXNIP*). 

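STAG2 rose from 7.37 ± 0.260 CPM with vehicle to 52.2 ± 11.3 with LPC, 48.3 ± 32.4 with dantrolene, and 40.1 ± 21.5 with LPC + dantrolene (SD, n = 3). Its log2 fold changes were 2.82, 2.71 and 2.45 (adjusted p = 7.32e-07, 1.41e-06 and 6.26e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SMC3, NIPBL, KTN1, EEA1, PCM1, and VPS13C rose in all 3 treated groups as well, with log2 fold changes between 2.29 and 2.83. TOP2A was upregulated only with LPC, from 2.48 ± 1.18 to 18.1 ± 6.51 CPM (log2 fold change 2.85, adjusted p = 0.000293, edgeR). With DESeq2's Wald test (adjusted p = 0.386) and without replicate 2 of LPC (adjusted p = 0.0738, edgeR) TOP2A was not significant with LPC, as in the authors' deposited table. With dantrolene its log2 fold change was 0.67, and −0.98 without replicate 2 of dantrolene, neither significant. SLPI fell from 11.6 ± 6.57 to 2.00 ± 2.08 CPM with dantrolene and 2.46 ± 2.42 with LPC + dantrolene (log2 fold changes −2.55 and −2.24, adjusted p = 0.000312 and 0.00153, edgeR). For LPC + dantrolene, SLPI lost significance with the isolation as a block (adjusted p = 0.0582, edgeR) and without replicate 1 of vehicle or of LPC + dantrolene (adjusted p = 0.0739 and 0.0667, edgeR). TXNIP fell from 189 ± 79.3 CPM with vehicle to 46.7 ± 19.5 and 56.8 ± 43.7 in these groups, by 2.02 and 1.74 on the log2 scale (adjusted p = 0.000173 and 0.00122, edgeR). With DESeq2's Wald test the adjusted p ranged from 0.0679 to 0.297 for SLPI and TXNIP in these comparisons. For LPC + dantrolene, TXNIP also lost significance with only the 2 groups in the fit (log2 fold change −1.65, adjusted p = 0.0783, edgeR).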

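For lists of genes written before the data were examined, limma's camera test compared each list with all other genes, with Benjamini-Hochberg adjustment over 48 tests. In LPC + dantrolene compared to LPC, the 13 tested inflammation genes, which include CXCL8, were higher, with a median log2 fold change of 0.51 (11 of 13 genes higher, adjusted p = 0.000243). In that list 1 gene was called over all genes tested, and 3 adjusted over the list alone. The 10 tested NRF2 target genes, which respond to oxidative stress, had a median of 0.41 (8 of 10 higher, adjusted p = 0.0055). Without replicate 3 of LPC the NRF2 list was not called (median 0.33, adjusted p = 0.052, camera). The 6 tested aryl hydrocarbon receptor targets, which include CYP1A1, CYP1B1, AHRR and NQO1, had a median of 1.76 (6 of 6 higher, adjusted p = 2.22e-12). In this comparison the aryl hydrocarbon receptor list held with an estimated correlation between genes (adjusted p = 0.0167) and with fry (adjusted p = 0.00112), and the inflammation and NRF2 lists did not.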

Overall, these results suggest that dantrolene upregulates genes protective of calcification in paVICs while reducing the expression of inflammatory and oxidative genes.

### 3.9. KEGG gene enrichment analysis

KEGG pathway analysis revealed that the most upregulated genes in all groups were related to viral carcinogenesis and salmonella infection (Figure 6A). These pathways typically involve inflammation, apoptosis regulation, and cell proliferation, which overlap with the phenotypes demonstrated here. Ubiquitin-mediated proteolysis and a number of other signaling pathways appeared in all groups. Uniquely, the LPC-only group had upregulated genes relating to smooth muscle cell contraction, and the LPC + dantrolene group showed upregulation of T_H17_ cell signaling and VEGF signaling. 

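KEGG gene sets were not used here. A list of 24 smooth muscle contraction genes written before the data were examined had 23 genes tested. With LPC compared to vehicle, their median log2 fold change was −0.05, with 11 of 23 genes higher and 6 called upregulated, both over all genes tested and adjusted over the list alone. The list did not pass the threshold of limma's camera test (adjusted p = 0.117), and it did without replicate 3 of vehicle (median 0.04, adjusted p = 0.0479, camera) and without replicate 2 of LPC (median 0.13, adjusted p = 0.0383, camera), in fits added after the data were seen. The interaction of LPC and dantrolene was lower for this list, with a median of −0.42 (adjusted p = 0.0149 in camera, 0.269 with an estimated correlation). It lost significance without replicate 1 of vehicle, replicate 3 of LPC, and replicate 3 of LPC + dantrolene (adjusted p = 0.0726, 0.0567 and 0.161, camera), and it did not pass with fry (adjusted p = 0.0703). Its median was −0.12 without replicate 1 of vehicle, −0.24 and −0.20 without replicates 1 and 3 of LPC, −0.23 and −0.25 without replicates 2 and 3 of dantrolene, and −0.066 without replicate 3 of LPC + dantrolene.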

When comparing the LPC + dantrolene group to the LPC-only group, few genes were differentially regulated with only 1–3 genes per pathway. 

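The 67 genes called between LPC + dantrolene and LPC compare with 1148 between LPC and vehicle, 1163 between dantrolene and vehicle, and 943 between LPC + dantrolene and vehicle (both directions, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). Of the 67, 20 upregulated and 23 downregulated genes were also called in the authors' deposited table, which called 25 and 24.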

Notably enriched pathways involved Jack-STAT signaling, cytochrome p450, and HIF.

**Figure 6:**
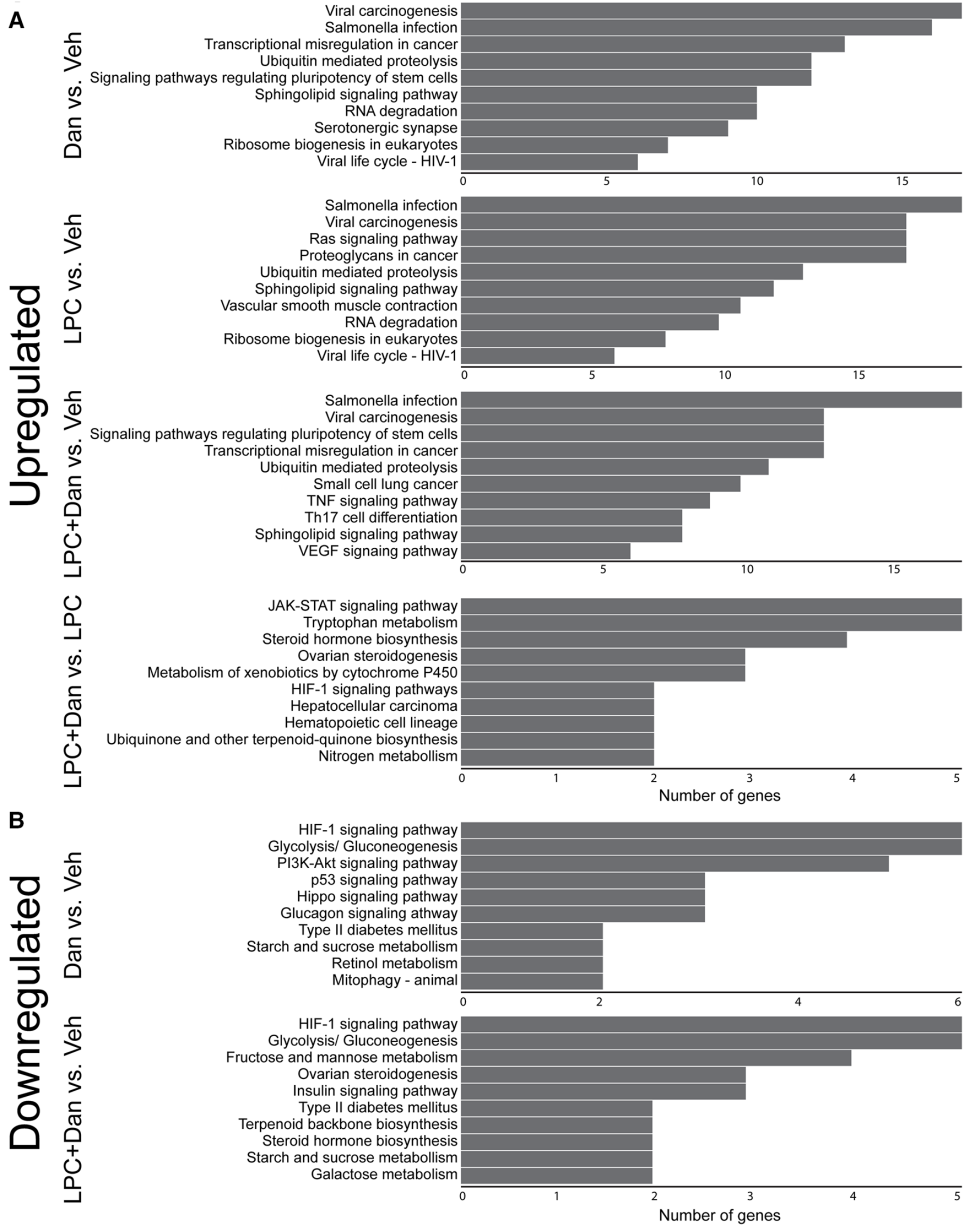
KEGG enrichment analysis of (**A**) upregulated and (**B**) downregulated genes. (*x*-axis shows number of genes differentially regulated; LPC, α-lysophosphatidylcholine, Dan, dantrolene).

Regarding downregulated genes (Figure 6B), the LPC-only group did not show clustering of gene pathways. However, the dantrolene-only group showed HIF1-pathway genes as the most downregulated, a change that persisted in the LPC + dantrolene group. Both dantrolene-treated groups showed a downregulation of genes relating to glycolysis/gluconeogenesis and other sugar metabolism pathways. 

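A list of 20 HIF-1 target genes written before the data were examined had 19 genes tested. Their median log2 fold change over vehicle was −0.35 with dantrolene (4 of 19 higher) and −0.37 with LPC + dantrolene (3 of 19 higher). The adjusted p in limma's camera test was 0.00742 and 0.0148, with fry 0.0454 and 0.0474, and with an estimated correlation between genes 0.235 in both. For LPC + dantrolene the list lost significance without replicate 1 of vehicle and without replicate 2 of LPC + dantrolene (adjusted p = 0.0801 and 0.144, camera). For dantrolene its median was −0.21 without replicate 1 of vehicle, 4 genes of the list were called downregulated and 1 upregulated over all genes tested, and 6 were called adjusted over the list alone. BNIP3 fell from 404 ± 66.7 CPM with vehicle to 131 ± 42.5 with dantrolene and 141 ± 58.5 with LPC + dantrolene (SD, n = 3), by 1.63 and 1.52 on the log2 scale (adjusted p = 4e-04 and 0.00104, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With LPC alone the list did not pass the threshold (median −0.08, adjusted p = 0.82 in camera).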

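All 14 tested genes of a list of 16 glycolysis enzymes were lower than vehicle with dantrolene and with LPC + dantrolene, with median log2 fold changes of −0.88 and −0.95 (adjusted p = 2.66e-07 and 5.38e-08, limma's camera test). The test held with fry (adjusted p = 0.0454 and 0.0454) and not with an estimated correlation between genes (adjusted p = 0.235 for both). With dantrolene, 6 genes of the list were called downregulated over all genes tested and 10 adjusted over the list alone. LDHA fell from 1352 ± 211 CPM with vehicle to 594 ± 151 with dantrolene and 622 ± 303 with LPC + dantrolene (SD, n = 3), by 1.19 and 1.12 on the log2 scale (adjusted p = 0.0137 and 0.0247, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LDHA lost significance without replicates 1 or 2 of vehicle in both comparisons, and over all alternatives its adjusted p reached 0.165 and 0.245 (without replicate 1 of LPC + dantrolene). ENO1, also in the list, was at 3293 ± 204, 2177 ± 331 and 2198 ± 676 CPM in these groups, and neither change passed the threshold. With LPC all 14 genes were lower too, with a median of −0.34 that did not pass the threshold (adjusted p = 0.0548, camera).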

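The 23 tested smooth muscle contraction genes had a median log2 fold change of −0.18 with dantrolene compared to vehicle, with 8 of 23 genes higher, and the list did not stand apart from other genes (adjusted p = 0.988, limma's camera test). In this comparison 4 of its genes were called upregulated over all genes tested, and 4 were called adjusted over the list alone. On total counts alone the median was 0.060, and it was −0.42 without replicate 1 of vehicle, −0.30 without replicate 1 of dantrolene, and −0.12 without replicate 2 of LPC + dantrolene. ACTA2, in the list, was at 18750 ± 3847 CPM with vehicle and 12510 ± 2904 with dantrolene (SD, n = 3), and CNN1 at 1393 ± 559 and 760.5 ± 110.3. Neither passed the threshold (adjusted p = 0.432 and 0.122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CNN1 passed it, as lower than vehicle, with only the 2 groups in the fit and without replicate 1 of vehicle (log2 fold change −1.17), with adjusted p from 0.0343 to 0.67 over all alternatives (edgeR and DESeq2).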

The dantrolene-only group showed a downregulation of genes pertaining to vascular smooth muscle cell contraction, contrasting with its upregulation in the LPC-only group. 

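In LPC + dantrolene compared to LPC, the 19 tested HIF-1 target genes had a median log2 fold change of −0.54, with 5 of 19 higher (adjusted p = 0.000959, limma's camera test, and 0.0454 with fry). In this list 1 gene was called upregulated and 1 downregulated over all genes tested, and 9 were called adjusted over the list alone. The 23 smooth muscle contraction genes, of which AGTR1 is one, had a median of −0.48, with 2 of 23 higher (adjusted p = 7.52e-05 in camera, and 0.0395 with fry), and −0.82 without replicate 1 of LPC + dantrolene. Neither list passed with an estimated correlation between genes (adjusted p = 0.184 and 0.16). The 14 glycolysis enzymes had a median of −0.64 (adjusted p = 0.000166 in camera, 0.177 with fry, 0.384 with an estimated correlation), −0.34 without replicate 2 of LPC, and −0.40 without replicate 1 of LPC + dantrolene (adjusted p = 0.197, camera).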

The LPC + dantrolene group compared to the LPC-only group again had few pathways that were less enriched (data not shown), but notably genes in pathways relating to HIF, TGF-β, actin contraction, renin-angiotensin signaling, and osteoclast differentiation were downregulated. Overall, these results suggest multifaceted changes in paVICs due to LPC and dantrolene and highlight dantrolene's complex regulation of the HIF1 pathway.

## 4. Discussion

While CAVD is a common cause of morbidity and mortality, much about the mechanisms of valve calcification remains unknown. We previously showed that the phospholipid LPC induced the formation of calcified nodules by VICs *in vitro* in a calcium-dependent manner *via* the ryanodine receptor (9). However, the mechanisms by which LPC and other lipids induce calcification in VICs and the effects of calcium blockade remain unknown. Elucidation of these mechanisms and identifying a pharmacological agent that can stop or slow the progression of CAVD would benefit hundreds of thousands of people progressing toward the need for invasive aortic valve replacement. Building upon our prior work showing that the ryanodine receptor was a viable target for attenuating VIC calcification, we investigated dantrolene, an FDA-approved inhibitor of the ryanodine receptor, as a pharmacological inhibitor of LPC-induced VIC calcification (Figure 7).

**Figure 7:**
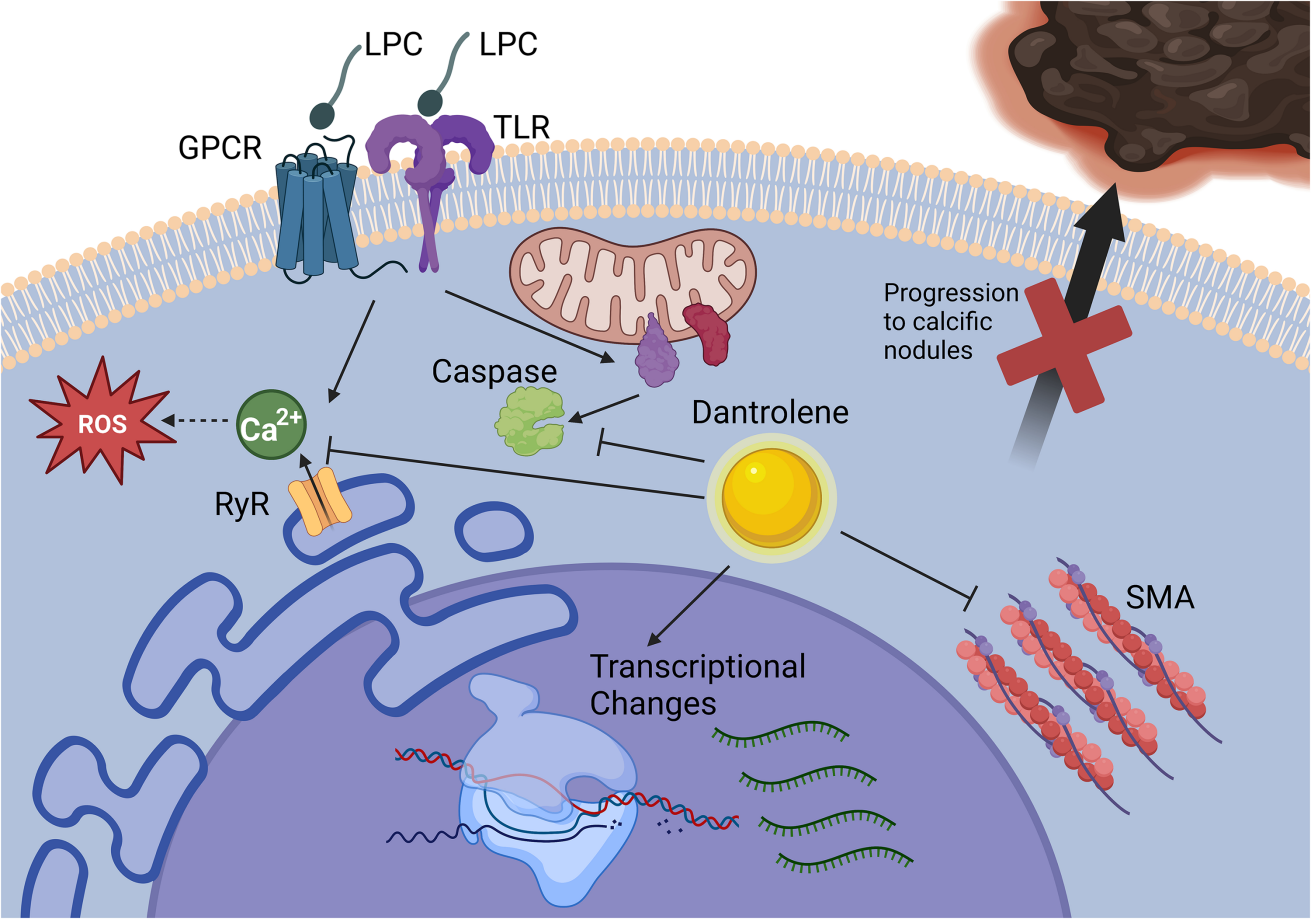
Dantrolene prevents paVIC calcific nodule formation due to LPC. Dantrolene inhibits RyR3-mediated calcium flux due to LPC and reduces LPC-associated apoptosis, SMA transcription, and progressions of paVICs to calcific nodules *in vitro*. Of note, it does not prevent LPC-associated ROS. Further, dantrolene causes global gene transcription changes relating to inflammation, cell motility, and cell metabolism. Created with BioRender.com. (paVIC, porcine aortic valve interstitial cell; LPC, α-lysophosphatidylcholine; RyR, ryanodine receptor; SMA, smooth muscle actin).

First, we demonstrated that dantrolene prevents LPC-induced calcium flux in paVICs and that this calcium blockade at RyR3 was associated with decreased nodule formation. We found that calcium blockade and calcific nodule inhibition occurred without excess cell death. We also found that dantrolene inhibited calcification due to osteogenic medium, which ryanodine-mediated calcium blockade alone was unable to do (9). These results further support the hypothesis that dantrolene blockade of calcium flux *via* the ryanodine receptor prevents *in vitro* calcification but that it may also prevent calcific nodule formation *via* other mechanisms. To build upon this proof-of-concept, we further examined the effects of dantrolene on several pro-calcific pathways.

We examined VIC apoptosis, a major characteristic of valve calcification (44), and found that apoptosis only occurred in VICs at higher doses of LPC (80 μM) and that dantrolene reduces apoptotic activity due to LPC as measured by caspase 3/7 activity. Loss of calcium ion regulation by the endoplasmic reticulum is a potent driver of apoptosis (45), and others have shown that preventing LPC-mediated calcium flux prevents cell apoptosis (46). These results give further credence to the hypothesis that calcium blockade *via* dantrolene is a viable mechanism of attenuating CAVD and CAVD-related apoptosis. To pursue this mechanism further, we studied the effect of dantrolene on LPC-induced ROS production.

Despite having known antioxidant properties, in our study dantrolene did not prevent the induction of ROS by LPC, which has been shown by others to be caused by calcium signaling action on NADPH oxidase 5 (NOX5) (47, 48). However, phosphorylation of NOX5 can sensitize it to lower doses of calcium (49). Since the calcium blockade from dantrolene did not appear to be complete when LPC was applied, it is possible that this sensitization effect contributed to the persistent ROS production. Interestingly, dantrolene did reduce ROS production due to TBP, a potent inducer of ROS. These findings suggest that dantrolene can inhibit LPC-induced ROS from calcium release but not other sources, such as the mitochondria (50). Next, we assessed the link with paVIC activation, by examining the effect of dantrolene and LPC on *ACTA2* expression, a marker for VIC myofibroblast phenotype *via* αSMA.

We found that dantrolene reduced *ACTA2* expression by paVICs compared to LPC treatment alone at both 1 and 3 days. Culturing VICs on tissue culture plastic alone is enough to cause them to express αSMA, meaning that additional treatments must overcome an already strong background of expression. We found that LPC did not significantly induce *ACTA2* expression until at least 3 days of culture. To further investigate the role of cytoskeletal changes due to LPC and dantrolene, we examined filamentous actin morphology to determine if other aspects of the cytoskeleton were affected by treatment. However, we found no difference between groups (Supplementary Figure S1). We also examined the effects of dantrolene and LPC in 3-dimensional culture and found that LPC significantly upregulated *ACTA2* expression compared to control but that dantrolene did not completely reverse this effect, indicating that more complex interactions may take place in the native cellular environment (Supplementary Figure S3D). Increased expression of αSMA in VICs is indicative of an activated, contractile phenotype that contributes to CAVD progression (51, 52). The reversal of its expression by dantrolene suggests that dantrolene reverses the overall pro-calcific phenotype in VICs, which likely contributes to its anti-calcific effects. To follow up on the idea of broad phenotypical changes due to LPC and dantrolene, we examined the expression of *RUNX2* and *SOX9*, which regulate a number of genes that govern calcification and chondrogenesis.

We found that both *RUNX2* and *SOX9* were upregulated by dantrolene at 1 and 3 days. While we initially examined *RUNX2* and *SOX9* as pro-calcific factors, a literature review shows that their biology is more complex than can be generalized. While *RUNX2* does seem to promote VIC calcification, *SOX9* inhibits *RUNX2* and the nuclear localization of *SOX9* protects VICs from calcification (53). Recent studies have shown that RUNX2 localizes to calcific nodules while SOX9 can be found at the edge of nodules, further highlighting the complex relationship of these genes (54). In 3-dimensional culture, we found that LPC induced upregulation of *RUNX2* but not *SOX9*, indicating that more complex interactions may take place in the native cellular environment (Supplementary Figure S3E,F). The combined decrease in expression of *ACTA2* and increased expression of the gene regulators *RUNX2* and *SOX9* suggested an overarching change in VIC phenotype due to treatment with LPC and dantrolene. Therefore, we next employed RNAseq to gain a better perspective of the global gene expression changes within calcifying VICs.

RNAseq revealed several differential effects relating to inflammation, cell motility, and cell metabolism are altered by LPC and dantrolene. Most interesting to the protective effects of dantrolene, cytochrome p450 family member genes *CYP1A1* and *CYP1B1* were upregulated in dantrolene-treated samples. 

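Between LPC + dantrolene and dantrolene alone, neither gene differed significantly (log2 fold change 0.08 for CYP1A1 and 0.09 for CYP1B1). The difference between the effect of LPC with and without dantrolene was also not significant, at 0.36 and −0.61 on the log2 scale (adjusted p = 0.863 and 0.677, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was significant for CYP1B1 without replicate 3 of LPC + dantrolene, at −1.55 (adjusted p = 0.048, edgeR), and for CYP1A1 its sign depended on the library left out (−0.33 to 5.40). Within the dantrolene group, CYP1B1 ranged from 769 to 1944 CPM over the 3 replicates, and within LPC + dantrolene from 385 CPM in replicate 2 to 2493 in replicate 3. Across the fits that left out 1 library, its log2 fold change over vehicle stayed between 5.18 and 6.44 with dantrolene and between 4.87 and 6.53 with LPC + dantrolene.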

Notably, *CYP1A1* and *CYP1B1* have been shown to reduce atherosclerosis (28) and vascular dysfunction (30), respectively. Dantrolene is known to be metabolized by cytochrome P450 (55). Therefore, part of dantrolene's protective effect may be brought about by genes it induces during its metabolism. This possibility further supports the idea of a multifactorial mechanism by which dantrolene may prevent calcific nodule formation in VICs.

Other interestingly upregulated genes include *BCL3*, an anti-inflammatory NFKB inhibitor (31); *KIF12*, a microtubule motor associated with reduced lip toxicity (56); the interleukin-6 receptor, mutations of which have been associated with CAVD;(32, 33) and *NQO1*, an oxidoreductase associated with decreased calcification (34). 

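KIF12 (ENSSSCG00000005486) was at 9.30 ± 4.22 CPM with vehicle, 6.95 ± 2.58 with LPC, 22.9 ± 5.31 with dantrolene, and 21.8 ± 5.33 with LPC + dantrolene (SD, n = 3). Its log2 fold change between LPC + dantrolene and LPC was 1.65 (standard error 0.36, adjusted p = 0.00826, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost significance with the isolation as a block (adjusted p = 0.0728, edgeR), on total counts alone, with only the 2 groups in the fit, and without replicates 2 and 3 of LPC (adjusted p = 0.278 and 0.162, edgeR). For dantrolene compared to vehicle, the log2 fold change was 1.31 for KIF12, 0.25 for BCL3, 1.11 for IL6R, and 1.36 for NQO1. Of these, KIF12 and NQO1 passed the threshold (adjusted p = 0.00917 and 0.0026, edgeR), and BCL3 and IL6R did not (adjusted p = 0.793 and 0.0572, edgeR). KIF12 lost significance there without replicate 1 of vehicle or replicate 2 of dantrolene (adjusted p = 0.14 and 0.114, edgeR), NQO1 lost it without replicate 2 of vehicle (adjusted p = 0.0601, edgeR), and IL6R passed in 4 alternatives, among them without replicate 2 of vehicle (adjusted p = 0.0184, edgeR).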

Taken together, these differentially regulated genes suggest that dantrolene creates an anti-inflammatory pro-survival environment that may contribute to the reduced apoptosis and calcification demonstrated by dantrolene-treated VICs.

Contrary to this anti-inflammatory effect produced by dantrolene, *CXCL8* [whose gene product is interleukin-8 (IL-8)] was differentially upregulated in the groups exposed to dantrolene. 

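In single libraries, CXCL8 was at 1.53, 3.50 and 8.40 CPM with dantrolene and at 8.10, 2.11 and 43.0 with LPC + dantrolene, with the largest values in replicate 3 of each group. Without replicate 3 of LPC + dantrolene, the log2 fold change over LPC was 1.77 and not significant (adjusted p = 0.308, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without replicate 2 of LPC it was 3.55 (adjusted p = 0.21, edgeR). With the isolation as a block it was 2.96 (adjusted p = 0.0753, edgeR), and it did not pass on total counts alone or with DESeq2's Wald test either (adjusted p = 0.0668 and 0.149). In the authors' deposited table the adjusted p of this comparison was 0.158. Compared to vehicle, CXCL8 stayed significant in every fit that left out 1 library, with log2 fold changes of 2.08 to 3.65 with dantrolene and 3.10 to 5.64 with LPC + dantrolene. With DESeq2's Wald test, dantrolene did not pass the threshold (adjusted p = 0.0908).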

IL-8 has been shown to induce calcification in human VICs (57). IL-8 primarily causes neutrophil chemotaxis, a key step in inflammation. This pro-inflammatory signaling is an interesting feature in light of the other apparently anti-inflammatory effects of dantrolene in VICs. However, the role of interleukins are not confined to the immune system, and IL-8 has been linked to endothelial cell survival, angiogenesis, and extracellular matrix remodelling (58). Further, other anti-atherosclerotic calcium-modulating drugs have been shown to upregulate *CXCL8* in a non-inflammatory manner (59). Since endothelial cells and VICs are closely situated in the valves, this signaling may represent an attempt at quiescent pro-endothelial cross-talk, rather than a pro-inflammatory signal. More complex models are needed to interpret the meaning of these gene changes, however.

Several notable genes are differentially downregulated between the LPC + dantrolene and LPC-only groups. First, *HDAC9*, a histone deacetylase gene that regulates *RUNX2* and plays a role in vascular smooth muscle cells calcification (35, 60), is downregulated in the LPC + dantrolene group. 

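HDAC9 held between 146 and 347 counts in the LPC libraries and between 21 and 75 in the LPC + dantrolene libraries. Its log2 fold change between these groups lay between −3.00 and −1.96 across the 6 fits that left out 1 library, and it remained significant in each (adjusted p up to 0.0354, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared to vehicle, HDAC9 was lower with LPC + dantrolene, at −1.46 (adjusted p = 0.0168, edgeR), but it lost significance in 9 of 13 alternatives, the isolation as a block among them (adjusted p up to 0.162, edgeR and DESeq2). With LPC alone it was higher by 0.91, which was not significant (adjusted p = 0.208, edgeR) and passed with only the 2 groups in the fit (adjusted p = 0.0248, edgeR).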

The angiotensin receptor (*AGTR1*), which has been associated with aortic valve sclerosis and calcification (37), and a collagen crosslinking gene (*P4HA1*) regulated by HIF1 were also relatively downregulated by dantrolene treatment. 

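Compared to vehicle, AGTR1 had a log2 fold change of −0.97 with LPC + dantrolene and −0.18 with dantrolene, and P4HA1 had −0.86 and −0.25. None of these 4 changes was significant (adjusted p from 0.087 to 0.855, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 of LPC + dantrolene, AGTR1 was lower than vehicle at −1.39 (adjusted p = 0.0247, edgeR), and with dantrolene its change was 0.057 on total counts alone. In the comparison of LPC + dantrolene with LPC, P4HA1 lost significance in 5 of the 6 fits that left out 1 library, with log2 fold changes between −1.57 and −0.98. AGTR1 became significant in 1 of them, without replicate 1 of LPC + dantrolene (log2 fold change −1.74, adjusted p = 0.0126, edgeR), and with DESeq2's Wald test (adjusted p = 0.0362).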

The association to HIF1 is interesting since HIF1 pathway genes are differentially regulated on KEGG analysis of multiple treatment groups. HIF1 critically regulates disease processes in CAVD (41, 61, 62), and the downregulation of its pathway provides another potential avenue of exploration for the effectiveness of dantrolene against calcific nodule formation. Other signaling pathways that have been linked with valve calcification, such as TGF-β were also less enriched following treatment with dantrolene (63). These results offer many interesting candidates that may explain dantrolene's impact on calcification. Given the broad effects of calcium signaling, these genes will be useful candidates for further explaining the effects of dantrolene on VICs.

This study is limited in that it only uses *in vitro* techniques to examine the physiology of LPC and dantrolene on VIC-mediated calcification. *In vivo*, VICs exist within a native extracellular matrix and are surrounded by valve endothelial cells, which further critically regulate CAVD. Given the role of inflammation in CAVD progression and the number of pro-inflammatory genes implicated by our analysis, the effect of dantrolene on infiltrating leukocytes is likely also significant. Future studies should use animal models to investigate CAVD in a more complete model and establish dosing regimens for dantrolene.

In terms of translation of dantrolene as a treatment for CAVD, it has several advantages and drawbacks. Most notably, as already mentioned, it is FDA approved, meaning that it could likely be applied faster than most experimental RyR inhibitors. It is available in multiple formations, including a pill, which could easily be taken daily with other medications used to optimize the cardiovascular health of patients with CAVD. However, dantrolene has a black-box warning for liver failure (11), limiting applicability in patients with liver disease. Regular monitoring of liver enzymes is required for the duration of its treatment (11). Since it is a muscle relaxant, it can have further size effects that may hinder activities of daily living. Additionally, while dantrolene is an effective inhibitor of the RyR, it is not specific for a specific RyR isotype. We previously showed that paVICs predominantly express RyR3 (9). Thus, identification and testing of isotype 3-specific inhibitors may provide an avenue to prevent off-target effects of dantrolene, especially muscle weakness and liver toxicity. As with any drug, actual application of dantrolene clinically would require a conversation between physicians and patients about the risks of, benefits of, and alternatives to treatment.

## 5. Conclusions

In conclusion, we demonstrate the efficacy of dantrolene in attenuating LPC-mediated VIC calcification *in vitro*. Dantrolene mediates this calcification by blockade of the LPC-induced calcium flux from the ryanodine receptor, causing reduced VIC apoptosis and myofibroblast activation due to various anti-calcific gene changes. Further investigation into the efficacy of dantrolene in animal models is warranted before the clinical application of dantrolene for CAVD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE227229.

# Supplementary material for: Dantrolene inhibits lysophosphatidylcholine-induced valve interstitial cell calcific nodule formation via blockade of the ryanodine receptor
**Source:** Front Cardiovasc Med. 2023 Mar 30;10:1112965. doi: 10.3389/fcvm.2023.1112965
**Supplement:** Supplementary file 7

**Supplement to: Dantrolene inhibits lysophosphatidylcholine-induced valve interstitial cell calcific nodule formation via blockade of the ryanodine receptor**

Christopher B. Sylvester^1,2^, Farshad Amirkhosravi^1,3^, Angelina S. Bortoletto^2,4^,

William J. West III^1,5^, Jennifer P. Connell^1^, K. Jane Grande-Allen^1,*^

Conflicts of Interest: The authors declare no conflicts of interest.

## **Dantrolene has no effect on paVIC f-actin organization**

Since paVICs take on a myofibroblast phenotype during CAVD, we hypothesized that dantrolene may affect cytoskeletal structure via its muscle relaxant properties. We stained cells with phalloidin-488 for 30 min to investigate filamentous actin (f-actin) structure in paVICs treated with LPC, LPC + dantrolene, or vehicle. However, we found no measurable differences in f-actin arrangement due to LPC or dantrolene (**Supplemental Figure 1A-C**).

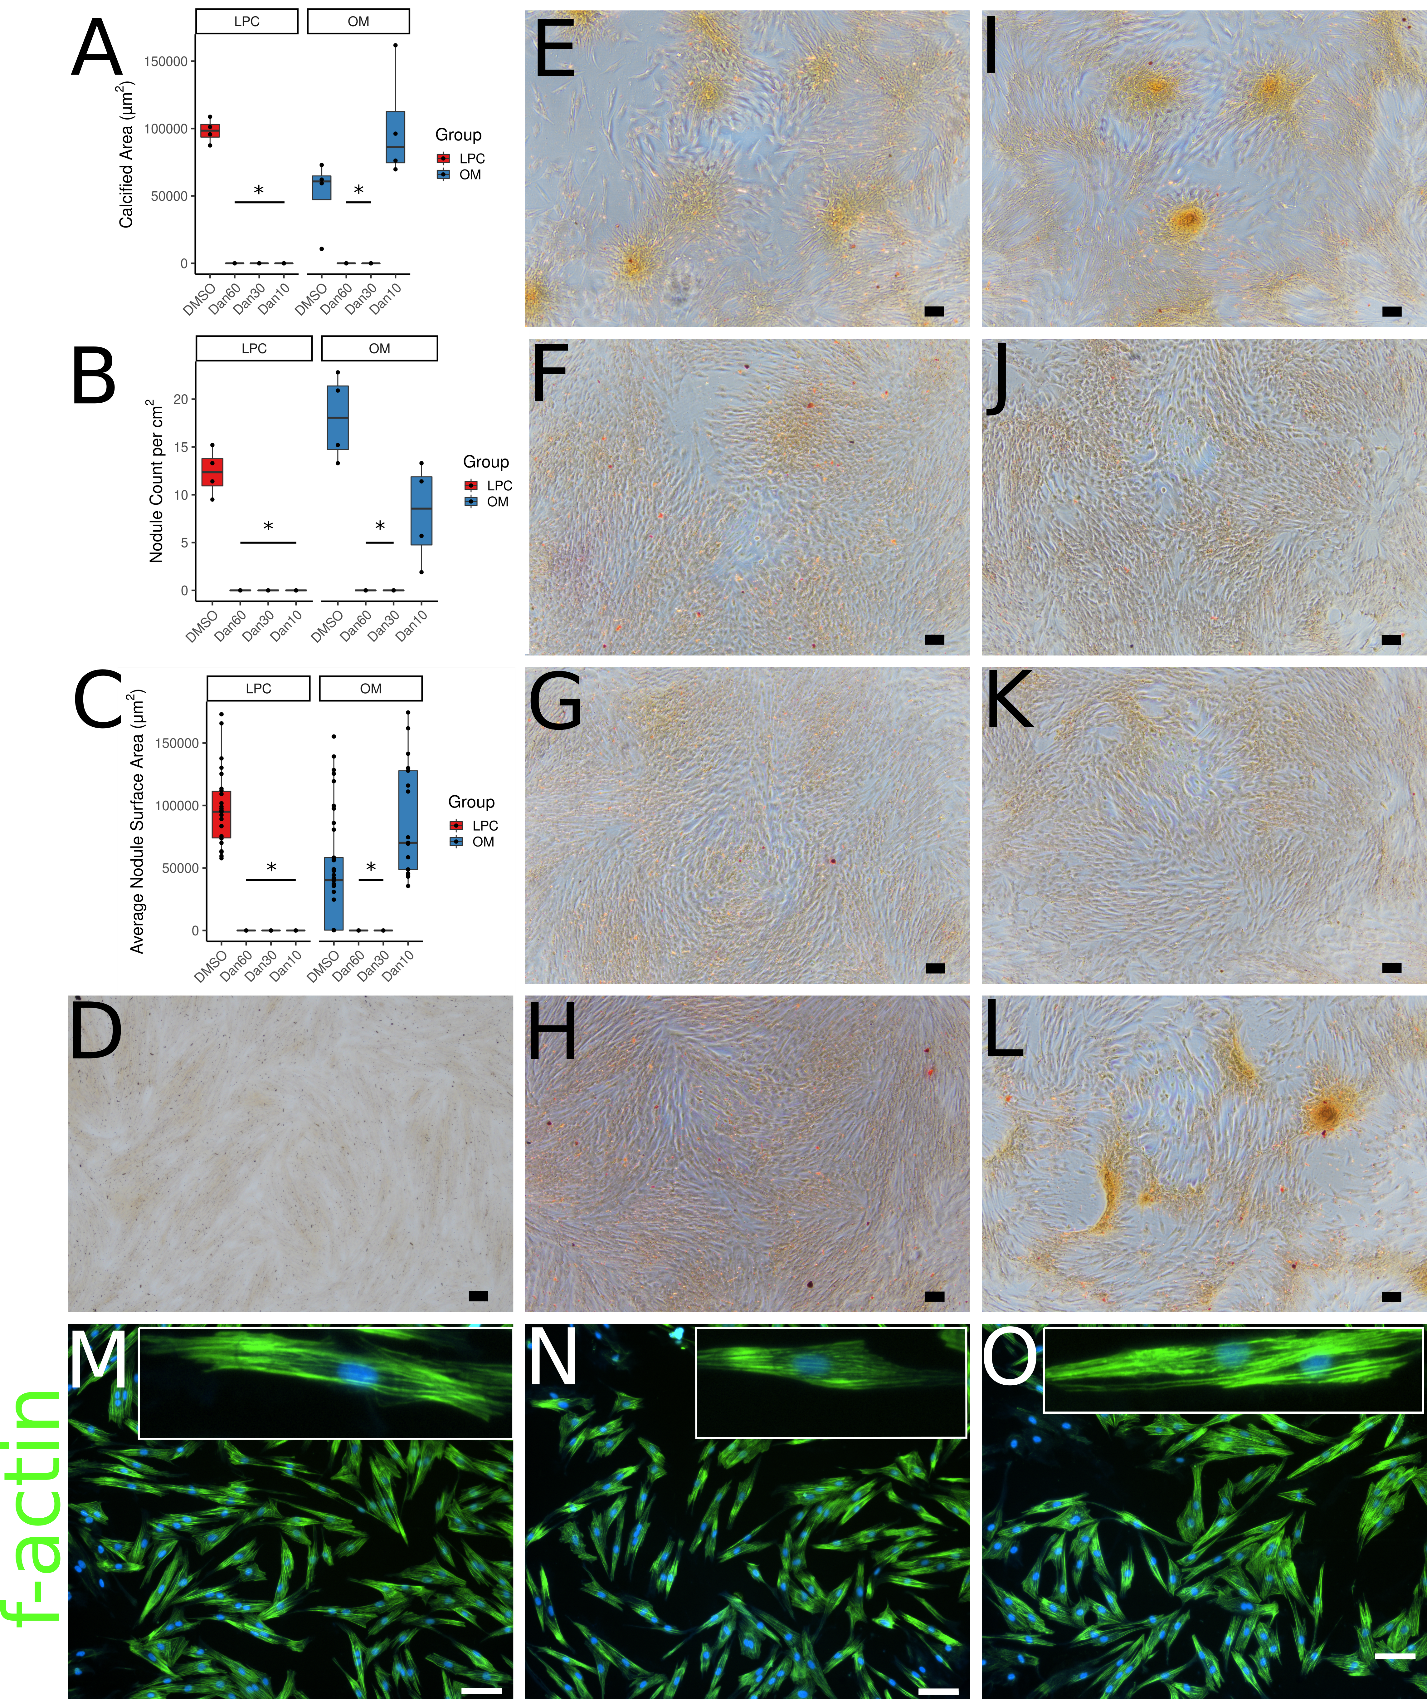

C

A
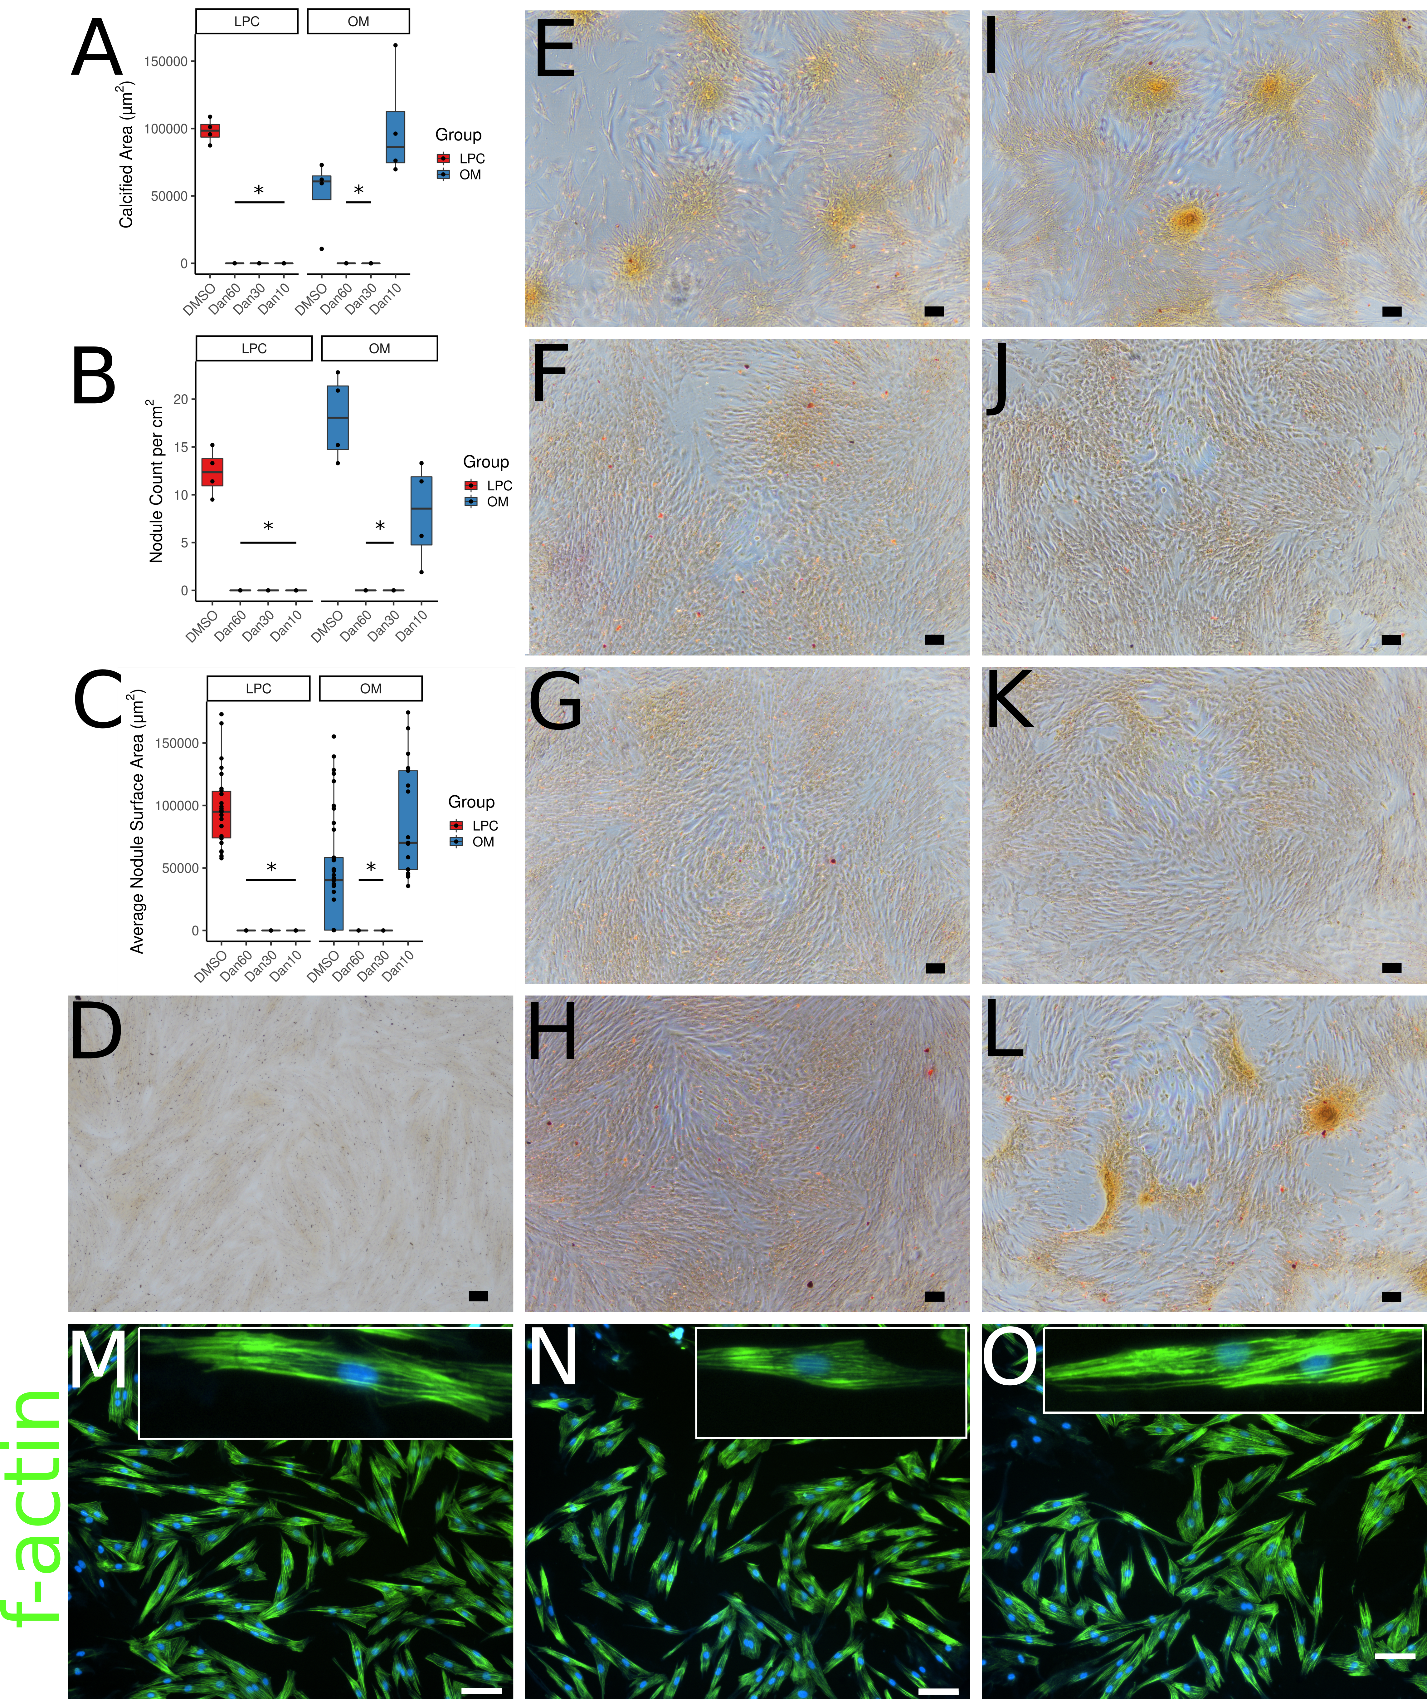

B

**Supplemental Figure 1.** (A) Vehicle control. (B) LPC 10 μM. (C) LPC 10 μM and dantrolene 60 μM. Scale bar shows 100 μm.

## **Dantrolene and LPC have no effect on wound healing**

Others have found that dantrolene-mediated ryanodine inhibition may increase fibroblast-mediated wound healing as measured by a scratch assay.(17) To determine the effects of LPC and dantrolene on paVICs, we performed a scratch assay. Briefly, paVICs were grown to confluence in 6-well plates, then incubated overnight in starving medium. The next day, a central area of the confluent cells was scratched with a micropipette tip. The cells were washed and imaged using an automated microscope stage to image the same areas in each well. The cells were incubated for two days with vehicle controls, dantrolene, and LPC and imaged at 24 and 48 hours However, we found no significant effects of either LPC or Dantrolene, separately or in combination, in wound closure in an *in vitro* scratch assay at 24 hours (**Supplemental Figure 2**). By 48 hours, all samples had fully filled the void left by the scratch.

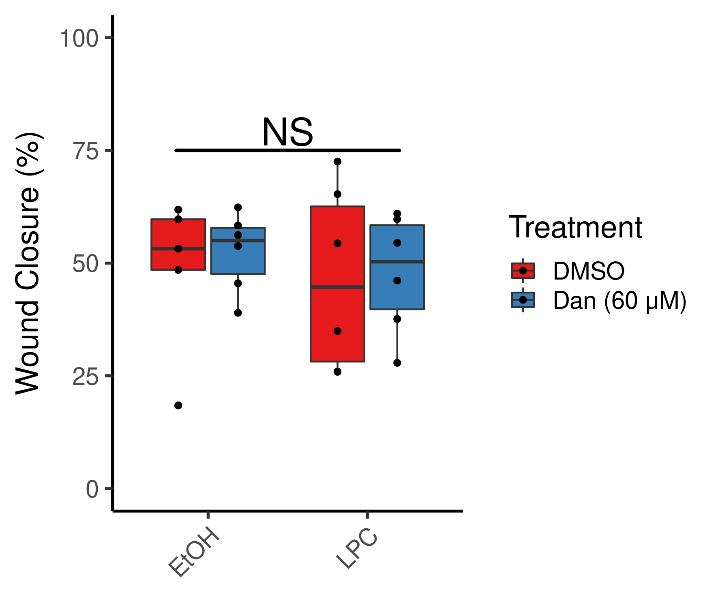

**Supplemental Figure 2.** Dantrolene and LPC do not impact paVIC migration in a scratch assay.

## **Hydrogel Synthesis and Characterization**

To determine if the *in vitro* effects of dantrolene on paVICs transferred to more complex models, paVICs were encapsulated in gelatin methacrylate (Huma OsteoGelMA, Huma Biologics). Briefly, cells were suspended in a monomer solution of 7.5% (w/v) OsteoGelMA in a previously described white light-activated photoinitiator.(15) Then, they were exposed to a brilliant white light for 90s to polymerized the gels. Before cellular experiments optimal compressive modulus and swelling ratio of the hydrogels were determined by creating a series of acellular hydrogels at varying weight fractions. Compressive modulus was measured on an Electroforce 3000 series mechanical tester (Bose). Swelling ratios were determined by weighing the hydrogels immediately after synthesis and overnight after swelling in PBS as previously described.(14) The optimal mechanical conditions were decided based on the parameters described by Puperi et al.(16) After determining the optimal parameters, paVICs were encapsulated in the hydrogels and exposed to media conditions as in other experiments. Gene expression changes were quantified via qRT-PCR. RNA was extracted from the cellular hydrogels after the experimental course by flash freezing them in TRIzol, homogenizing them using a TissueLyser II (Qiagen), and then purifying the supernatant via the methods described above. After making cDNA libraries, qRT-PCR was performed as above. (**Supplemental Figure 3**)

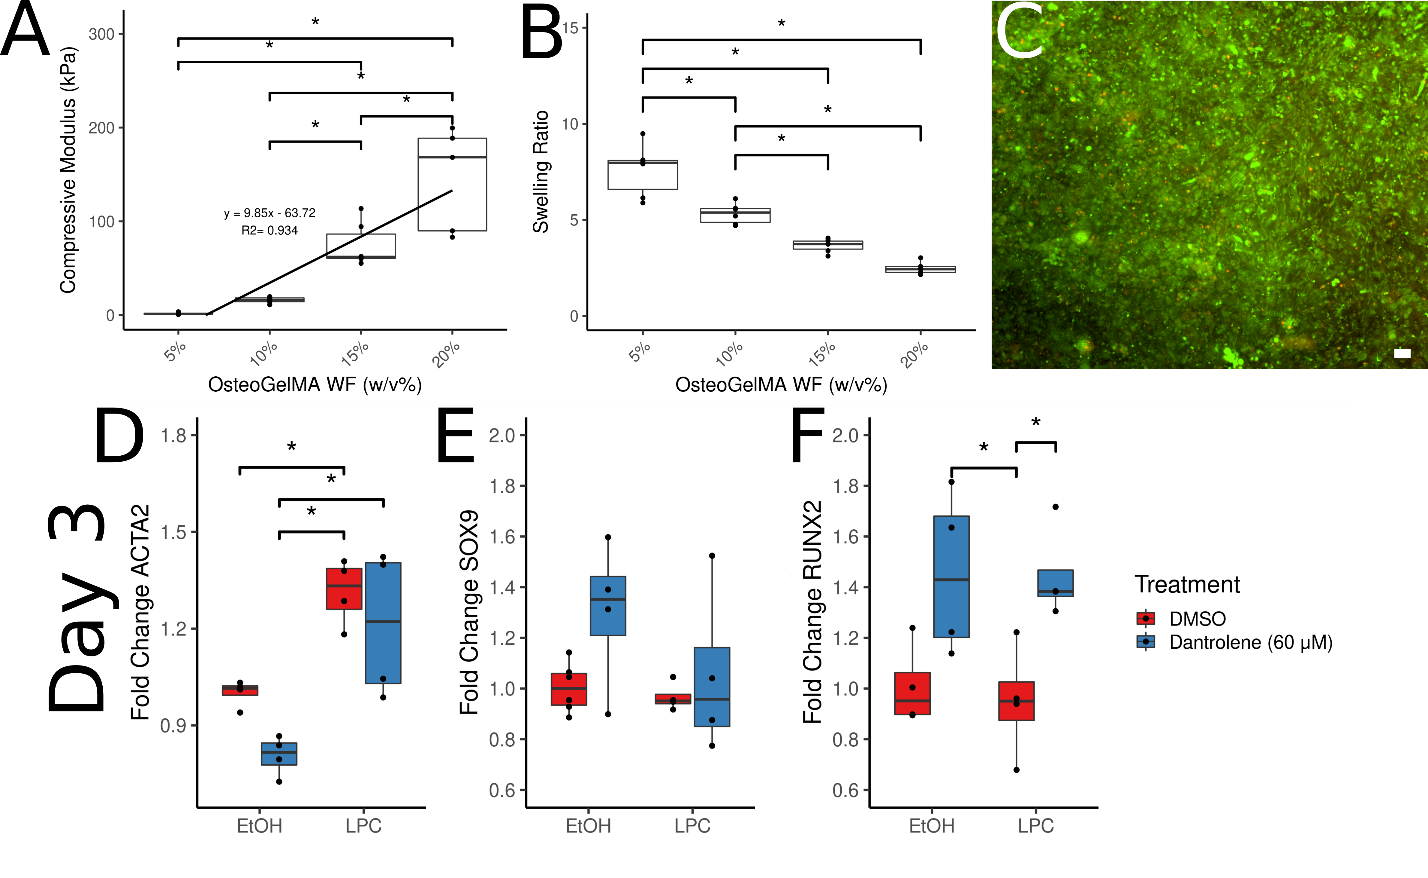
**Supplemental Figure 3. A 3-dimensional microenvironment differentially regulates the effects of LPC and dantrolene on paVICs.** (A) Compressive mechanical testing and (B) swelling ratios were used to determine the optimal weight fraction of OsteoGelMA for paVIC encapsulation. (C) paVICs demonstrate vibrant survival when encapsulated within OsteoGelMA. (D) LPC upregulates *ACTA2* in OsteoGelMA-encapsulated paVICs, an effect which is not reversed by dantrolene. (E) LPC has no effet on *SOX9* in encapsulated paVICs. (F) Dantrolene persistently upregulates *RUNX2* in paVICs, even when encapsulated. (* indicates p < 0.05 via Tukey’s test between the indicated groups; green = living cell, orange = dead cell, scale bar is 100 μm)

**Supplementary Table S1:** Probes used for qPCR.

| Probe | Manufacturer | Target |
| --- | --- | --- |
| Ss04245588_m1 | Applied Biosciences | *ACTA2* |
| qSscCID0002170 | Bio-Rad | *RUNX2* |
| Ss03392406_m1 | Applied Biosciences | *SOX9* |
| Ss03374854_g1 | Applied Biosciences | *GAPDH* |

How the deposited data were processed for this re-analysis (not part of the article)

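RNA sequencing of paVICs was analysed for 12 libraries in 4 groups of 3, which were vehicle control, 10 μM LPC, 60 μM dantrolene, and LPC + dantrolene, each treated for 24 h with the same 0.6% DMSO and 0.1% ethanol. The authors aligned the reads with STAR, counted them on pig genes, adjusted the counts for the isolation with the ComBat function, and deposited the adjusted counts as whole numbers per gene, not scaled for library size. Because of that adjustment the isolation means of each gene are already close, and the counts are not the reads as sequenced. The adjustment also used degrees of freedom that the tests here do not count, so adjusted p-values can be too small. Counts from before it were not analysed here. The authors also deposited tables of 4 comparisons made with DESeq2, which give for each gene a signal averaged over all samples after division by size factors, a log2 fold change with its standard error, a Wald score, and a raw and an adjusted p-value. These tables were used only to compare the authors' calls with those made here. The other assays of the paper, among them the qRT-PCR, the KEGG gene sets, and the genome and annotation used for the alignment, were not analysed here. The paper's text names no genome build, so no coordinates are given and no correction for GC content or gene length was made.

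The count table lists 31908 genes, of which 19607 had at least 1 count. Gene identifiers and symbols were taken from the count table, and of the genes tested 10923 had a symbol there, 572 were given a symbol from a table of gene names, and 1721 had none. Total counts ranged from 16489684 to 24105935 per library. In these libraries 3 counts correspond to 0.114 to 0.186 CPM, a floor that covers counting error only. The 10 genes with the most counts held between 11.4% and 17.1% of the counts of a library. The correlation of log2 CPM between replicates of a group lay between 0.901 and 0.975.

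Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passing filterByExpr with the 4 groups (13216) were scaled with TMM factors and fitted in a single quasi-likelihood model of all 12 libraries with the group as the only term. The contrasts were each treatment against vehicle, LPC + dantrolene against LPC and against dantrolene, and the interaction, which is the effect of LPC with dantrolene less the effect of LPC without it. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. CPM values are TMM-scaled, and means are given with the SD of 3 replicates. Distances and principal components were computed on log2 CPM with a prior count of 2 for the 500 most variable genes, and distances between groups were compared by exact permutation of the labels. Lists of glycolysis enzymes, HIF-1 target genes, smooth muscle contraction genes, aryl hydrocarbon receptor targets, NRF2 targets, PPAR targets, proliferation genes, and inflammation genes were written before the data were examined, in place of the KEGG sets. They were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 between genes, adjusted over the 48 tests of 8 lists in 6 comparisons. Camera compares a list with all other genes, so its direction can differ from the sign of the list's median. All groups, contrasts, tests, lists, and alternatives were set before the data were examined, except those said to be added.

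The genes named were those the paper names in its RNA sequencing results and discussion, those labelled in Figures 5E–H, ACTA2, RUNX2 and SOX9, the ryanodine receptor genes, and members of the lists. To these were added, for each comparison, the 5 genes with the smallest adjusted p in each direction among those past the threshold that changed the same way in all 3 same-isolation pairs and have a symbol. Not all of these are printed, and genes outside this rule are marked as chosen after their values were seen. FBXO36 did not pass the filter on low counts, and no gene of the count table has the symbol RYR1, SLC2A1, TXN, FTH1, MKI67, CCNA2, RRM2, or IL1B.

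The paper's methods tie the replicates to separate isolations cultured on different days, and the labels number them in the same way in each group, so samples with the same number were taken as pairs. As a check, deviations from the group means were correlated between libraries of the same isolation, with a median of −0.152 (range −0.536 to 0.207), against 0.108 between libraries of different isolations and groups. The adjustment of the counts for the isolation fixes this outcome, so the check says nothing about the pairing. The alternatives were DESeq2's Wald test (version 1.42.0), RLE size factors, total counts alone, no filter, at least 10 counts in every sample, only the 2 groups compared, the isolation as a block, an adjusted p under 0.1, and each library left out in turn. For lists they were an estimated correlation between genes, fry, the block, and total counts alone. For distances and principal components they were the variance stabilizing transformation, all genes passing the filter, the 50 most variable genes, total counts alone, and removal of the isolation means. Leaving out each library for the distances, principal components, and lists was added after the data were seen.

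The procedure was tested on simulated data drawn from the means and library sizes of these samples, in which 193 of 12957 genes tested were changed by known amounts. In the 3 comparisons with changes, 96, 97 and 97 changed genes were called, 0 with the wrong sign, and 4, 2 and 2 unchanged genes were called. Of 97 genes changed 4-fold, 78, 77 and 78 were called. Of the lists, the 1 moved by design was called and 0 of 18 tests of unmoved lists were. Genes were drawn independently in these data, so this cannot show how often correlation between genes would bring false list calls.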

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

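The tests of replicate 2 of LPC, of TMM scaling, and of a difference of the vehicle libraries were chosen only after the result was seen. The other tests here were set before.

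Whether the effect of LPC differed with dantrolene present was tested as the interaction of LPC and dantrolene. In the test of this interaction, 593 genes were lower and 21 higher at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper does not report this test. Of the 593 genes, 585 were upregulated with LPC, 545 with dantrolene, and 472 in all 3 treated groups. Their median log2 fold change over vehicle was 1.91 with LPC, 1.71 with dantrolene, and 1.61 with LPC + dantrolene, and it was −0.14 between LPC + dantrolene and dantrolene. Of the 593, 0 were called lower between LPC + dantrolene and dantrolene, where 67 of all genes tested were lower at an unadjusted p under 0.05. Of 100 relabellings of the libraries, the real one included, 4 gave as many interaction genes (614 in both directions). The median of the relabellings was 0 and the highest 3420.

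Replicate 2 of LPC + dantrolene, the library farthest from its group, did not account for the pattern, since 509 of the 593 genes remained without it. More of the calls were lost without certain other libraries. Without replicate 2 of LPC, 4 of the 593 genes remained, without replicate 2 of dantrolene 31, without replicate 2 of vehicle 215, and without replicate 1 of LPC 256. Of all genes tested, 1305 and 1170 were lower at an unadjusted p under 0.05 without replicate 2 of LPC and without replicate 2 of dantrolene. The number of calls may therefore rest on single libraries. The median interaction of the 593 genes was −1.97 on the log2 scale without replicate 2 of LPC. It was −1.69 without replicate 2 of dantrolene and −1.72 without replicate 2 of LPC + dantrolene. These genes were chosen for being lower with all libraries in the fit, so their medians cannot show how far the pattern rests on 1 library. The 21 genes higher in the interaction were 11 without replicate 1 of vehicle, replicate 2 of vehicle, or replicate 1 of LPC, 36 without replicate 3 of LPC, 3 without replicate 2 of dantrolene, and 35 and 48 without replicates 1 and 3 of LPC + dantrolene. They were 0 without replicate 2 of LPC (358 at an unadjusted p under 0.05).

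On total counts alone, 232 of the 593 genes remained, with the isolation as a block 277, and with RLE size factors all 593 did. TMM scaling moved the interaction up compared to total counts alone, by a median of 0.20 over all genes and in all 593, so it did not make these genes lower, though the number past the threshold depends on it. At an unadjusted p under 0.05, 1542 genes were lower with TMM and 1540 on total counts alone. Vehicle libraries enter the interaction with the opposite sign to the single treatments. A difference of the vehicle libraries from all others that no treatment caused would raise genes in all 3 treatments and lower them in the interaction, and 472 of the 593 genes were of this kind. In these libraries such a difference cannot be told apart from the 2 treatments raising the same genes and adding less than their sum, because every comparison with vehicle uses the same 3 libraries. An early look at the genomic spans of genes, left out of the results because the counts name no genome build, pointed to larger changes over vehicle in longer genes, so gene length is a candidate cause that stays open. GC content and the authors' adjustment for the isolation were not tested. A biological explanation, in which LPC and dantrolene act on the same genes, also stays open.

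A number of genes that the paper does not discuss changed strongly. CCDC186 rose with LPC by 2.99 on the log2 scale (adjusted p = 7.32e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 pairs. Over all alternatives its log2 fold change lay between 2.82 and 3.18 and its adjusted p between 3.57e-17 and 0.00358 (edgeR and DESeq2). REV3L rose with LPC + dantrolene by 3.01 (adjusted p = 9.2e-07, the same edgeR test), higher in 3 of 3 pairs, with alternatives between 2.67 and 3.40 and adjusted p between 9.3e-10 and 0.00468. Neither scaling, filter, test, nor any single library removed these calls. Both genes were upregulated in all 3 treated groups, at 2.71 and 2.28 for CCDC186 with dantrolene and LPC + dantrolene, and at 2.66 and 2.63 for REV3L with LPC and dantrolene. The rule for naming genes required the same direction in all 3 pairs, so the agreement of the pairs follows from the choice. It does not weigh against a difference of the vehicle libraries that no treatment caused. The design cannot exclude such a difference, and neither the labels nor the paper name one. A treatment effect may explain the rise of these genes, but gene length and GC content were not excluded.

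TENM4 was higher with LPC + dantrolene than with LPC by 2.42 on the log2 scale (adjusted p = 0.00101, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 pairs, as the rule for naming genes required. It was at 2.49 ± 0.794 CPM with LPC and 13.3 ± 6.17 with LPC + dantrolene (SD, n = 3). The adjusted p was 0.0795 without replicate 1 of LPC, 0.124 without replicate 2 of LPC, and 0.0653 on total counts alone, and it was 2.31e-05 at the lowest over all alternatives (edgeR and DESeq2). The scaling and single LPC libraries could therefore decide this call, while the log2 fold change stayed between 2.06 and 2.73. Compared to vehicle it was 1.62 (adjusted p = 0.00828, edgeR), where replicate 1 of vehicle held 9.25 CPM against a group mean of 4.31. Gene length and GC content were not excluded, and an effect of dantrolene in the presence of LPC stays open.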

How the results depend on the processing

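Leaving out each library for the distances, principal components, and lists was chosen only after the data were seen. The corrections for GC content and gene length, alone and with the isolation as a block, were set before but not run, since no transcript sequences of the authors' annotation were used here. For single genes and lists, 1779 values under alternatives kept their direction and their side of the threshold, 169 lost significance, 48 gained it, and 40 changed direction. The numbers of genes upregulated with LPC, with dantrolene, and in all 3 groups stayed within 1.5 times their values under all alternatives that kept every library of the groups compared, apart from 1515 with dantrolene without replicate 2 of LPC + dantrolene. Unless stated otherwise the cause of a change was not tested. Counts below use an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

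With DESeq2's Wald test, 102 genes were downregulated with dantrolene and 78 with LPC + dantrolene, 4 were upregulated between LPC + dantrolene and dantrolene, and 5 were higher in the interaction. The downregulated genes shared by LPC and dantrolene were 0 (48 at an unadjusted p under 0.05), by LPC and LPC + dantrolene 1, and by dantrolene and LPC + dantrolene 46. RLE size factors kept all of these counts within 1.5 times.

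On total counts alone, 9, 61 and 52 genes were downregulated with LPC, dantrolene, and LPC + dantrolene, 5 were upregulated and 2 downregulated between LPC + dantrolene and LPC, and 1 and 0 between LPC + dantrolene and dantrolene (38 lower at an unadjusted p under 0.05). In the interaction 2 genes were higher and 232 lower. The overlaps of downregulated genes were 2 for LPC and dantrolene, 0 for LPC and LPC + dantrolene (12 at an unadjusted p under 0.05), and 31 for dantrolene and LPC + dantrolene. Of the genes called between LPC + dantrolene and LPC, 43.3% were higher with TMM, 49.1% with RLE size factors, and 71.4% on total counts alone. Between LPC + dantrolene and dantrolene the share rose from 66.7% to 100.0%, over 3 genes and 1. TXNIP with LPC changed to 0.070 on the log2 scale, PDK4 with dantrolene to 0.034, AGTR1 with dantrolene to 0.057, RYR2 with LPC to 0.12, and RYR3 with dantrolene and LPC + dantrolene to 0.16 and 0.060, and the median of the smooth muscle contraction genes with dantrolene to 0.060. PC1 held 38.0% and PC2 14.7% of the variance. Scaling shifts all genes of a library alike, which accounts for these changes of sign.

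Without a filter, 29 genes were downregulated with LPC, 11 were downregulated with both LPC and dantrolene, 5 were upregulated between LPC + dantrolene and dantrolene, and 52 were higher in the interaction. With at least 10 counts in every sample, 1 gene was upregulated and 0 were downregulated between LPC + dantrolene and dantrolene (37 at an unadjusted p under 0.05), and 1 was downregulated with both LPC and dantrolene. That filter removes genes that fell to 0 counts, such as NCMAP.

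With the isolation as a block, 8, 77 and 59 genes were downregulated with LPC, dantrolene, and LPC + dantrolene, 9 were upregulated and 10 downregulated between LPC + dantrolene and LPC, and 0 were downregulated between LPC + dantrolene and dantrolene (43 at an unadjusted p under 0.05). In the interaction 3 were higher and 277 lower. The overlaps of downregulated genes were 1, 0 (28 at an unadjusted p under 0.05), and 34. Among single genes, BCL3, IL6R, KIF12, P4HA1, and CXCL8 lost significance between LPC + dantrolene and LPC, as did SLPI and HDAC9 in LPC + dantrolene, SREBF1 with LPC and with LPC + dantrolene, and TM7SF2 and LURAP1L with dantrolene. RYR2 with LPC changed to 0.25 on the log2 scale. With the isolation means removed, PC1 held 33.4% and PC2 18.0%, and the distance from dantrolene to LPC + dantrolene was 0.987 times that from dantrolene to LPC.

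With only the 2 groups compared in the fit, 57 genes were downregulated with LPC, 290 with dantrolene, and 31 with LPC + dantrolene, where 522 were upregulated. Between LPC + dantrolene and LPC, 11 were upregulated and 5 downregulated, and between LPC + dantrolene and dantrolene 1 and 0 (23 lower at an unadjusted p under 0.05). The overlaps of downregulated genes were 7, 1, and 30, and TXNIP and RYR2 with LPC were at 0.0060 and 0.016 on the log2 scale. At an adjusted p under 0.1, 61 genes were downregulated with LPC and 193 with LPC + dantrolene, 45 were upregulated and 65 downregulated between LPC + dantrolene and LPC, 48 were higher in the interaction, and dantrolene and LPC + dantrolene shared 126 downregulated genes.

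Across the 6 fits that each left out 1 library of the groups compared, 668 to 1050 genes were upregulated and 10 to 21 downregulated with LPC, 377 to 1051 and 52 to 129 with dantrolene, and 466 to 1706 and 42 to 393 with LPC + dantrolene. Between LPC + dantrolene and LPC they were 3 to 53 and 6 to 87, and between LPC + dantrolene and dantrolene 1 to 5 and 0 to 1. The 0 was reached without replicates 1, 2 or 3 of dantrolene (55, 47 and 55 at an unadjusted p under 0.05) and without replicates 1 or 2 of LPC + dantrolene (306 and 125). In the interaction, 0 to 48 genes were higher and 4 to 889 lower, with the lowest counts without replicate 2 of LPC (358 higher at an unadjusted p under 0.05) and the highest without replicate 3 of LPC + dantrolene. All 3 treated groups shared 360 (without replicate 2 of dantrolene) to 1306 (without replicate 2 of LPC + dantrolene) upregulated genes. The overlaps of downregulated genes were 0 to 6 for LPC and dantrolene, with 0 without replicate 2 of either (44 and 45 at an unadjusted p under 0.05), 0 to 10 for LPC and LPC + dantrolene, with 0 without replicate 3 of vehicle (14), and 32 to 173 for dantrolene and LPC + dantrolene.

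Some genes and lists changed sign between these fits, and the genes named here did so without passing the threshold except where stated. With dantrolene, RUNX2 ranged from −0.0056 to 0.45 on the log2 scale, SOX9 from −0.36 to 0.34, TOP2A from −0.98 to 1.28, PDK4 from −0.95 to 0.25, RYR2 from −0.41 to 1.55, and RYR3 from −0.17 to 0.085. With LPC, SLPI ranged from −0.69 to 0.13, TXNIP from −0.44 to 0.31, RYR2 from −0.60 to 1.37, RYR3 from −0.045 to 0.20, and CYP1A1 from −5.32 to 0.41, where it passed in edgeR's quasi-likelihood test without replicate 1 of LPC. With LPC + dantrolene TOP2A ranged from −0.068 to 1.44 and RYR3 from −0.45 to 0.18, and in the interaction CYP1A1 from −0.33 to 5.40. Among lists, the median of the proliferation genes ranged from −1.12 to 0.32 with dantrolene (without replicates 2 and 1 of that group) and from −1.12 to 0.14 with LPC + dantrolene (without replicates 1 and 2 of that group), that of the smooth muscle contraction genes with LPC from −0.11 to 0.13 (without replicates 3 and 2 of LPC), and that of the inflammation genes between LPC + dantrolene and dantrolene from −0.011 (without replicate 1 of dantrolene) to 0.28 (without replicate 2 of LPC + dantrolene). With dantrolene the median of the smooth muscle contraction genes kept its sign (−0.42 to −0.12), and the direction of its camera test changed without replicate 1 of vehicle, replicate 2 of dantrolene, or replicate 3 of LPC + dantrolene.

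For the principal components, the variance stabilizing transformation gave 78.3% for PC1 and 10.6% for PC2, and all genes passing the filter gave 37.5% and 14.2%. With the 50 most variable genes PC2 held 24.5%, and the distance from dantrolene to LPC + dantrolene was 0.928 times that from dantrolene to LPC. Across the fits that each left out 1 library, PC1 held 26.8% to 33.3%, PC2 13.5% to 17.4%, and that ratio was 0.888 to 1.19. Which of the 2 groups lay nearer to dantrolene therefore differed between alternatives.

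Of the 48 list tests, 23 passed the threshold, against 4 with an estimated correlation between genes, 13 with fry, 24 with the isolation as a block, and 24 on total counts alone. Leaving out 1 library gave 19 to 26. The 4 were the aryl hydrocarbon receptor targets with dantrolene, with LPC + dantrolene, and in LPC + dantrolene compared to LPC, and the PPAR targets in LPC + dantrolene compared to dantrolene.

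With 3 libraries per group, a comparison of 2 groups by exact permutation cannot give a p under 0.1. CYP1A1, CXCL8, and RYR2 had few counts in the vehicle and LPC libraries, and their fold changes with LPC depend on single libraries.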

Differences from the paper's values

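The upper ends of the paper's ranges equal numbers of gene symbols, not of genes, in the authors' deposited table, so genes here were counted by symbol for these comparisons. For the fewest downregulated genes in a treated group the paper's value is 10, and here it was 16 symbols (19 genes, LPC). The authors' deposited table holds 17 symbols (23 genes) for LPC, the fewest of the 3 treatments, so the value of 10 was not found there either. With RLE size factors it was 12, with the isolation as a block 7, which come within 1.5 times the paper's value, as do the fits without 1 replicate of vehicle, LPC, or dantrolene. It was 17 with DESeq2's Wald test, 6 on total counts alone, 18 without a filter, 20 with at least 10 counts in every sample, 46 at an adjusted p under 0.1, 25 with only the 2 groups compared, and 19, 48 and 17 without replicates 1, 2 and 3 of LPC + dantrolene, and these did not close the gap.

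For the most downregulated genes in a treated group the paper's value is 85, and here it was 138 symbols (166 genes, dantrolene). DESeq2's Wald test (87), RLE size factors (116), and the isolation as a block (64) closed the gap. So did most fits that left out 1 library. It was not closed on total counts alone (46), without a filter (158), with at least 10 counts in every sample (138), at an adjusted p under 0.1 (203), with only the 2 groups compared (246), without replicate 3 of LPC (151), or without replicates 1, 2 or 3 of LPC + dantrolene (146, 338 and 161).

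The paper's number of downregulated genes shared by LPC and dantrolene is 0, and here it was 3 symbols (4 genes). DESeq2's Wald test gave 0 (48 genes at an unadjusted p under 0.05), as did the fits without replicate 2 of LPC (44) and without replicate 2 of dantrolene (45). None of the other alternatives set before the data were examined closed the gap.

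The paper's number of downregulated genes shared by LPC and LPC + dantrolene is 1, and here it was 3 symbols (3 genes). It was 1 with DESeq2's Wald test, with only the 2 groups compared, and without replicate 2 of vehicle, replicate 1 of dantrolene, or replicates 1 or 3 of LPC + dantrolene. RLE size factors (2), total counts alone (0), the isolation as a block (0), and at least 10 counts in every sample (2) did not give the paper's value, and neither did the remaining alternatives. For the zeros, 12 and 28 genes passed an unadjusted p under 0.05. In the authors' deposited table the 1 shared gene is SREBF1, which is among the 3 here.

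For the downregulated genes shared by dantrolene and LPC + dantrolene the paper shows about 40 in Fig. 5D, read by eye, and here it was 68 symbols (80 genes). DESeq2's Wald test (39) and RLE size factors (52) closed the gap. So did the fits without 1 library, apart from those without replicate 3 of LPC (74) and without replicate 2 of LPC + dantrolene (151). Total counts alone (23), no filter (80), at least 10 counts in every sample (84), the isolation as a block (26), an adjusted p under 0.1 (110), and only the 2 groups compared (25) did not.

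For the variance held by PC1 the paper shows about 68% in Fig. 5A, read by eye, and here it was 31.4%. The variance stabilizing transformation gave 78.3% and closed the gap. Total counts alone, all genes passing the filter, the 50 most variable genes, and removal of the isolation means did not, nor did leaving out each library, which was chosen after the values were seen.

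The paper lists NQO1 among the genes upregulated and AGTR1 among those downregulated between LPC + dantrolene and LPC. Here NQO1 had a log2 fold change of 1.21 (adjusted p = 0.0722, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed the threshold with DESeq2's Wald test (adjusted p = 0.0417), without a filter (0.0491), with at least 10 counts in every sample (0.0262), and without replicate 1 of LPC + dantrolene (0.0186). AGTR1 had a log2 fold change of −1.32 (adjusted p = 0.0642, the same edgeR test) and passed with DESeq2's Wald test (adjusted p = 0.0362) and without replicate 1 of LPC + dantrolene (0.0126). In the authors' deposited table their adjusted p-values are 0.0447 and 0.0387. CXCL8, which the paper describes as upregulated in the groups with dantrolene, has an adjusted p of 0.158 between LPC + dantrolene and LPC in the authors' deposited table.

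The paper states that genes of vascular smooth muscle contraction were downregulated with dantrolene and upregulated with LPC. In the list of such genes used here, the camera test gave an adjusted p of 0.988 with dantrolene and 0.117 with LPC. With dantrolene no alternative called the list. With LPC it was called without replicate 3 of vehicle (adjusted p = 0.0479, camera) and without replicate 2 of LPC (adjusted p = 0.0383, camera), fits chosen after the values were seen. CNN1 was called lower with dantrolene with only the 2 groups compared (adjusted p = 0.0343, edgeR) and without replicate 1 of vehicle (adjusted p = 0.0473, edgeR). The paper describes inflammatory gene expression as reduced by dantrolene. The inflammation list used here had a median of 0.17 with dantrolene compared to vehicle, which was not called (adjusted p = 0.192, camera). With LPC + dantrolene compared to vehicle the median was 0.44 (adjusted p = 0.0035, camera), and the call was lost without replicate 1 of vehicle (adjusted p = 0.0529, camera). Between LPC + dantrolene and LPC it was 0.51 (adjusted p = 0.000243, camera), where 1 of its genes was called. Between LPC + dantrolene and dantrolene it was 0.16 (adjusted p = 0.0159, camera), a call lost in 3 fits that left out 1 library. None of these calls held with fry (adjusted p = 0.211, 0.177 and 0.7) or an estimated correlation (adjusted p = 0.384, 0.269 and 0.432).

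The title of Fig. 5G names vehicle, while the text and the genes shown belong to the comparison of LPC + dantrolene with LPC. NPR3, labelled there, was at −2.14 compared to LPC and −0.58 compared to vehicle. PLCH2, labelled there, had an adjusted p of 0.0559 compared to LPC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the threshold with DESeq2's Wald test, without a filter, with at least 10 counts in every sample, and without replicate 2 of LPC + dantrolene (lowest adjusted p 0.00714). Of the genes labelled in Fig. 5E, HROB, SYT3, RIBC1, IMPG2, and TSPAN13 did not pass the threshold with LPC (adjusted p from 0.0548 to 0.103, edgeR). DESeq2's Wald test called HROB (adjusted p = 0.0404), SYT3 (0.0473), RIBC1 (0.0416), and IMPG2 (0.0257). HROB, SYT3, and RIBC1 also passed with only the 2 groups compared, HROB with at least 10 counts in every sample, IMPG2 with RLE size factors and on total counts alone, and TSPAN13 without replicate 3 of vehicle (adjusted p = 0.0425, edgeR). In Fig. 5F, CAPN8 and E2F8 did not pass with dantrolene (adjusted p = 0.059 and 0.0875, edgeR). Both passed with DESeq2's Wald test (adjusted p = 0.0446 for each) and with only the 2 groups compared, and CAPN8 without a filter. The dashed line of these plots lies at an adjusted p of about 0.1, which RIBC1 and SYT3 did not pass.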

Other observations

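The tests of a mislabelled sample and of the simulated correlations were chosen only after the result was seen. The other tests here were set before.

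Of the genes tested, 723 were upregulated in all 3 treated groups, against the same vehicle libraries. The correlations of log2 fold changes across genes, which are not independent replicates, were 0.697 for LPC and dantrolene, 0.679 for LPC and LPC + dantrolene, and 0.779 for dantrolene and LPC + dantrolene. In 20 simulations of unchanged groups, with all libraries drawn anew and the vehicle libraries among them, they were 0.525, 0.519 and 0.522 at most. Independent noise in shared libraries thus gave lower correlations than observed. Because genes were drawn independently, the simulations cannot show what a deviation shared by many genes in the real vehicle libraries would give. The shared libraries therefore stay open as a source of the likeness of the changes. After every library was thinned to the smallest total, 711 of the 723 genes remained, without the 100 genes with the most counts 720 remained, and on total counts alone 695 remained, so library size, a few abundant genes, and TMM scaling did not account for them. Of 100 relabellings of the libraries, the real one included, 2 gave as many shared genes, with a median of 0 and a highest value of 1095. Of the 723 genes, 503 were higher in all 9 same-isolation pairs. They were chosen for being higher than the same 3 vehicle libraries, so this count does not weigh against a difference of those libraries. The design cannot exclude such a difference that no treatment caused, and neither the labels nor the paper name one. A treatment effect common to LPC and dantrolene may explain these genes, but gene length and GC content were not excluded.

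Replicate 2 of LPC + dantrolene was far from the other libraries of its group. With every library thinned to the smallest total, its mean distance to them was 65.8, against 50.6 and 49.0 for the other LPC + dantrolene libraries and 36.8 at most in the other groups, so its depth did not account for the distance. It was not a library without dantrolene under a wrong label, since CYP1A1, CYP1B1, and AHRR, 3 of 3 genes examined, were above every library without dantrolene (22.6, 385.4 and 75.0 CPM, against 0.615, 60.1 and 45.8 at most). An exchange with a library of dantrolene alone is argued against by ANGPTL4 and PDK4, 2 of 2 genes raised by LPC that were above every library without LPC. ANGPTL4 was at 145.1 CPM, against 51.2 at most without LPC. PDK4 was at 2.98 CPM, against 1.98 at most without LPC and at least 10.1 in the other libraries with LPC, so it decides little. A difference between isolations left after the authors' adjustment could also be its source, and no biological explanation was tested. Replicate 2 of LPC + dantrolene also held the fewest genes with counts of all libraries, 13371, against 14546 or more in the others. Its 10 genes with the most counts held 17.1% of its counts, the largest share. Whether the quality of this library accounts for the distance was not tested.

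For each pair of groups, all 10 splits of the 6 libraries into groups of 3 were fitted with edgeR's quasi-likelihood test. Between LPC and vehicle, dantrolene and vehicle, and LPC + dantrolene and LPC, 1 of the 10 splits, the real one, gave as many genes as observed, and the highest number among the others was 0. For LPC + dantrolene and vehicle 3 of 10 splits did (up to 2038 genes, against 943), and between LPC + dantrolene and dantrolene 4 of 10 (up to 551, against 3). Among the 4 splits that part all 3 same-isolation pairs, 1, 1, 2, 1 and 2 gave as many genes for LPC, dantrolene, and LPC + dantrolene compared to vehicle and for LPC + dantrolene compared to LPC and to dantrolene. The other splits part 1 pair and keep the rest together. With 10 splits a share under 0.1 is not possible, so these counts do not decide whether grouping by chance gives as many genes.

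The list of 16 proliferation genes had 13 tested, with a median log2 fold change of 0.02 with LPC (adjusted p = 0.384, limma's camera test), −0.63 with dantrolene (4 of 13 higher, adjusted p = 0.04), and −0.71 with LPC + dantrolene (3 of 13 higher, adjusted p = 0.0364). Compared to LPC, its median in LPC + dantrolene was −0.91 (1 of 13 higher, adjusted p = 8.71e-05). Compared to vehicle, 1 gene was called higher and 3 lower in each group with dantrolene over all genes tested, and 7 adjusted over the list alone. None of these 3 calls held with fry or an estimated correlation. With dantrolene the list was not called without replicate 2 of vehicle (adjusted p = 0.0992, camera), replicates 1 or 2 of LPC (0.0519 and 0.0542), or replicate 1 of dantrolene (0.511, median 0.32), and its median was −0.28 without replicate 1 of vehicle and −1.12 and −0.97 without replicates 2 and 3 of dantrolene. With LPC + dantrolene it was not called without replicate 2 of vehicle (adjusted p = 0.0992, camera) or replicate 2 of LPC + dantrolene (0.311, median 0.14), and its median was −1.12 without replicate 1 of LPC + dantrolene.

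Other lists moved in comparisons to which the paper ties no statement. The aryl hydrocarbon receptor targets had a median of 1.81 with dantrolene and 1.69 with LPC + dantrolene (adjusted p = 4.53e-08 and 6.78e-10, limma's camera test), and −0.11 with LPC (adjusted p = 0.98, camera). The PPAR targets had a median of −0.47 with dantrolene (adjusted p = 0.0201, camera), and −0.32 without replicate 1 of dantrolene (adjusted p = 0.0706, camera). The NRF2 targets had a median of 0.26 with dantrolene and 0.40 with LPC + dantrolene (adjusted p = 0.011 and 0.0035, camera), and with dantrolene they were not called without replicate 1 of vehicle or replicate 3 of dantrolene (adjusted p = 0.0529 and 0.0501, camera). Their median with dantrolene was 0.39 without replicate 2 of vehicle and 0.52 without replicate 1 of dantrolene. With fry the lists of this paragraph kept their calls with dantrolene and with LPC + dantrolene, with adjusted p up to 0.0457.

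The paper measured RUNX2, SOX9, and ACTA2 by qRT-PCR, and its text does not say whether the sequenced samples were among those measured. In these libraries, RUNX2 with dantrolene had a log2 fold change of 0.16 and SOX9 of 0.04 (adjusted p = 0.863 and 0.968, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the sign of each depended on the library left out. ACTA2 was at −0.45, −0.58 and −0.54 with LPC, dantrolene, and LPC + dantrolene (adjusted p = 0.584, 0.432 and 0.569, edgeR). It was −1.24 (adjusted p = 0.00163, edgeR) in LPC + dantrolene without replicate 2 of that group, and the adjusted p reached 1 in another alternative. RYR2 and RYR3, genes of the ryanodine receptors that dantrolene blocks, were at 0.616 ± 0.704 and 26.7 ± 5.52 CPM in vehicle samples (SD, n = 3). Their changes over vehicle lay between −0.22 and 0.67 and none passed the threshold (adjusted p from 0.908 to 0.991, edgeR).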
